# Combination of Dll4/Notch and Ephrin-B2/EphB4 targeted therapy is highly effective in disrupting tumor angiogenesis

**DOI:** 10.1186/1471-2407-10-641

**Published:** 2010-11-23

**Authors:** Dusan Djokovic, Alexandre Trindade, Joana Gigante, Marina Badenes, Lilliana Silva, Ren Liu, Xiuqing Li, Ming Gong, Valery Krasnoperov, Parkash S Gill, Antonio Duarte

## Abstract

**Background:**

Dll4/Notch and Ephrin-B2/EphB4 pathways play critical roles in tumor vessel development and maturation. This study evaluates the efficacy of the inhibition of both signaling pathways, alone and in combination, in reducing the growth of an autochthonous mouse tumor and assesses potential adverse effects.

**Methods:**

We used the transgenic RIP1-Tag2 tumor model to study the effects of 1) inhibition of Dll4/Notch by either *Dll4 *allelic deletion or use of a soluble extracellular Dll4 (sDll4), 2) inhibition of Ephrin-B2/EphB4 signaling by a soluble extracellular EphB4 fused to albumin (sEphB4-Alb), and 3) inhibition of both pathways by sEphB4-Alb combined with either *Dll4 *allelic deletion or sDll4. To investigate adverse effects, we used inducible endothelial-specific *Dll4 *knock-out mice, treated with sEphB4-Alb, and carried out histopathological analysis.

**Results:**

*Dll4 *allele deletion or soluble Dll4 treatment resulted in increased tumor vessel density, reduced mural cell recruitment and vessel perfusion which resulted in reduced tumor size. The soluble EphB4 instead reduced vessel density and vessel perfusion, leading to reduction of tumor size. Greater efficacy was observed when sEphB4-Alb was combined with either *Dll4 *allele deletion or sDll4 in regards to tumor size, vessel perfusion and mural cell recruitment. Induced endothelial specific *Dll4 *loss-of-function caused hepatic vascular alterations, which were prevented by concomitant sEphB4-Alb treatment.

**Conclusion:**

Combination targeting of Dll4/Notch and Ephrin-B2/EphB4 has potential for clinical investigation, providing cumulative efficacy and increased safety over Dll4/Notch inhibition alone.

## Background

Targeting tumor angiogenesis, in particular through blocking vascular endothelial growth factor (VEGF) activity, has been successful, with several drugs now approved for use in many different cancer types [1]. Rapid development of resistance to these [2], however, highlights the need for other vascular targeted therapies.

Dll4/Notch pathway, which plays prominent role in angiogenesis, has become such a target. Dll4 is critical for embryonic vascular development and arterial specification and is markedly induced in murine and human tumor vessels [3-8]. Notch1 and Notch4 are also expressed in tumor vessels [6]. Notch ligand expression and Notch activation is induced by VEGF [9,10]. Dll4/Notch signaling in turn attenuates VEGF signaling, thus arresting endothelial cell proliferation, followed by recruitment of mural cells and vessel maturation [7-9,11,12].

Not surprisingly, targeted *Dll4 *allele deletion results in increased vascular proliferation but, unexpectedly, impaired vessel structure and function [8]. Overall, inhibition of Dll4/Notch causes reduced tumor growth. Careful evaluation of the tumor vessels reveals increased vessel proliferation, reduced lumen size, reduced mural cell recruitment, increased leakiness and reduced perfusion. Furthermore, tumors resistant to VEGF targeted therapy remain responsive to Dll4/Notch inhibitors [7,12].

Another ligand-receptor pair downstream from the VEGF and Notch pathways that plays a critical role in artery-vein endothelium specification is Ephrin-B2 and EphB4. Ephrin-B2 is specifically expressed in arterial angioblasts, endothelial cells, and perivascular mesenchymal cells, whereas EphB4 is expressed in endothelial cells belonging to the venous lineage only. Targeted disruption of either *EphB4 *or *EfnB2 *results in early lethality in the developing embryo as a result of arrested angiogenesis but not vasculogenesis [13-15].

On binding, the receptor and ligand on adjacent cells undergo dimerization and clusterization, activating forward and reverse signaling in receptor-expressing and ligand-expressing cells respectively to achieve vascular maturation. The monomeric form of the extracellular domain of EphB4 functions as an antagonist of EphB4-Ephrin-B2 signaling, thus blocking endothelial cell migration, tube formation and retards angiogenesis in tumor models [16,17]. Fusion of this protein with albumin at the C-terminus (sEphB4-Alb) results in favorable pharmokinetics for clinical development.

We chose to make use of the RIP1-Tag2 transgenic mouse model [18], wherein pancreatic islet carcinogenesis occurs secondary to the expression of the SV-40 large T-antigen (Tag) expression under the Rat Insulin Promoter (RIP). In this model, angiogenic islets become hyperplastic and dysplastic by week 5, and acquire angiogenic switch by week 10, progressing to adenomas (insulinomas) and invasive carcinomas [19]. Predictable stepwise progression and angiogenic switch permits investigation of tumor angiogenesis and their inhibitors.

This study was undertaken to test the activity of a Dll4/Notch inhibitor and an Ephrin-B2/EphB4 inhibitor, each alone and in combination. We studied the effects of *Dll4 *allelic deletion and of systemic administration of sDll4 on the tumor vasculature. In addition we studied the effect of sEphB4-Alb alone, in combination with sDll4 treatment or with *Dll4 *allelic deletion. The results validate the efficacy of each inhibitor alone and reveal for the first time that simultaneous inhibition of both pathways has greater efficacy. Furthermore, given the concerns related to potential toxicity caused by therapeutic blockade of Dll4 signaling [20], conditional Dll4 knockout mice were used to assess the impact of chronic endothelial specific *Dll4 *loss-of-function. This was observed to cause hepatic vascular alterations, as previously reported for pharmacological inhibition of Dll4/Notch signaling [20]. Interestingly, these lesions were prevented by systemic Ephrin-B2/EphB4 inhibition, which provides an important advantage to this combination therapy.

## Methods

### Experimental animals

All animal-involving procedures in this study were approved by the Faculty of Veterinary Medicine of Lisbon Ethics and Animal Welfare Committee. The generation of *Dll4^+/- ^*(*Dll4/LacZ*) mice on CD1 background has been reported previously [4]. The transgenic RIP1-Tag2 (RT2) mice of CD1 and C57/BL6 backgrounds, used for breeding with the *Dll4^+/- ^*line and in experimental drug trials, respectively, were provided by Dr. Oriol Casanovas. Dll4 conditional knockout mice (*Dll4^lox/lox^*) were generated as previously described [2] and crossed with VE-cadherin-Cre-ERT2 mice, a kind gift from Dr. Ralph Adams, to produce a tamoxifen-inducible endothelial-specific *Dll4 *loss-of-function line (*Dll4^lox/lox ^*Cre+). The animals were housed in well ventilated propylene cages with sawdust as bedding, in a room with controlled temperature between 22°C and 25°C and a 12-hours-light/12-hours-dark cycle. The mice were fed with standard laboratory diet and water *ad libitum*. From 12 weeks of age, all RT2 mice received 5% sugar in their water to relieve the hypoglycemia induced by the insulin-secreting tumors.

### Experimental design, tumor burden analyses and therapeutic trials

To study the effects of impaired Dll4/Notch signaling on RT2 insulinoma growth, RT2 *Dll4^+/+ ^*and RT2 *Dll4^+/- ^*littermates (CD1 background, n = 8 for each group) were sacrificed for tumor measurement, histological analysis of vascular morphology and gene expression analysis at 13.5 weeks of age. The pancreas glands were dissected and the macroscopic tumors (≥1 × 1 mm) were excised. Tumor volume was calculated using the formula *V *= 0.52 × *a *× *b*^2 ^where *a *and *b *equal the longer and shorter diameter of the tumor, respectively. The volumes of all tumors from each mouse were added to give the overall tumor burden per animal.

The effect of *Dll4 *allelic deletion in combination with Ephrin-B2/EphB4 signaling inhibition on the growth of the RT2 insulinoma was assessed by the administration of the soluble extracellular domain of EphB4 fused with albumin (sEphB4-Alb), which was produced as previously described [17]. Both RT2 Dll4^+/+ ^and RT2 Dll4^+/- ^mice (CD1 background, n = 12 for each group) were separated in equal subgroups, treated intraperitoneally (*i.p*.) with vehicle (PBS) or sEphB4-Alb (10 mg/kg) 3×/wk for 3.5 weeks beginning at the age of 10 weeks and finally sacrificed for tumor measurement and histological analysis.

In the therapeutical trials. we assessed the efficacy of a systemically administered Dll4/Notch-inhibitor, soluble Dll4 extracellular domain fused to Fc (sDll4), both alone and in combination with sEphB4-Alb. sDll4 was produced as previously described [8]. Vehicle (PBS, *i.p*. 3×/wk), sDll4 (10 mg/kg/day, *i.p*., 3×/wk), sEphB4-Alb (10 mg/kg/day, *i.p*., 3×/wk), and the combination of sDll4 (10 mg/kg/day, *i.p*., 3×/wk) with sEphB4-Alb (10 mg/kg/day, *i.p.*, 3×/wk) treatments were started when RT2 mice (C57BL6 background) reached the age of 10 weeks and continued until mice were 13.5 week-old. Two independent experiments involved 6 animals per treatment group.

### Longevity study

To evaluate the effect of *Dll4 *allelic deletion in combination with Ephrin-B2/EphB4 signaling inhibition on longevity, the RT2 *Dll4^+/+ ^*and RT2 *Dll4^+/- ^*mice were separated in two equal groups (n = 10 for each group), treated *i.p*. with vehicle (PBS) or sEphB4-Alb (5 mg/kg, 3×/wk), beginning at the age of 10 weeks and continuously monitored for signs of hypoglycemic shock. The mice were sacrificed if found moribund or if body weight loss exceeded 15%. Survival rate was calculated as the percentage of live mice at the end of each week relative to the initial number of animals in the experimental group.

### Assessment of toxicity

Heart, lung, liver, brain, kidney and intestines were collected from sDll4 and sEphB4-Alb treated mice used in the therapeutical trials, fixed in 10% formalin solution for 48 h, dehydrated in alcohol, cleared in xylene, embedded in paraffin, sectioned at 10 μm and stained with hematoxylin (Fluka AG Buchs SG Switzerland) and eosin Y (Sigma Chemicals, St. Louis, MO) to study eventual histopathological alterations. To assess the side effects that might arise from total (100%) inhibition of endothelial-specific Dll4 signaling, 8 week-old *Dll4^lox/lox ^*Cre+ (n = 10) were treated with tamoxifen (50 mg/kg daily for 5 days) to produce endothelial-specific Dll4 null individuals, while a group of 8 week-old *Dll4^lox/lox ^*Cre+ (n = 10) were left uninduced (control mice with constitutive *Dll4 *expression). Ten weeks later, the mice were sacrificed and heart, lung, liver, brain, kidney and intestines were collected, processed and examined as described above. Since *Dll4 *endothelial loss of function has been associated with hepatic lesions, we decided to determine the potential toxicological effect of a combination of Dll4/Notch and Ephrin-B2/EphB4 targeted therapy. Therefore another group of 8-week-old *Dll4^lox/lox ^*Cre+ (n = 10) were treated with tamoxifen (50 mg/kg daily) for 5 days, subsequently divided in two equal subgroups that were injected with vehicle (PBS) or sEphB4-Alb (10 mg/kg) for ten weeks and then sacrificed. Liver samples were processed and examined as described above.

### Immunohistochemistry

RT2 insulinomas obtained from tumor burden studies and therapeutical trials were fixed in a 4% paraformaldehyde (PFA) solution at 4°C for 1 h, cryoprotected in 15% sucrose, embedded in 7.5% gelatin, snap frozen in liquid nitrogen and cryosectioned at 10 and 20 μm. Double fluorescent immunostaining to the platelet endothelial cell adhesion molecule (PECAM) and the peri-vascular cell marker alpha smooth muscle actin (α-SMA) was performed on tissue sections to examine tumor vascular density and vessel maturity while double fluorescent immunostaining to PECAM and the pericyte marker neurogenin 2 chondroitin sulfate proteoglycan (NG2) was used to visualize pericyte recruitment. Rat monoclonal anti-mouse PECAM (BD Pharmingen, San Jose, CA), and rabbit polyclonal anti-mouse α-SMA (Abcam, Cambridge, UK) or rabbit polyclonal anti-mouse NG2 (Millipore, Billerica, MA) were used as primary antibodies. Species-specific secondary antibodies conjugated with Alexa Fluor 488 and 555 were from Invitrogen (Carlsbad, CA). Tissue sections were incubated with primary antibody overnight at 4°C and with secondary antibody for 1 hour at room temperature. Nuclei were counterstained with 4',6-diamidino-2-phenylindole dihydrochloride hydrate (DAPI; Molecular Probes, Eugene, OR). Fluorescent immunostained sections were examined under a Leica DMRA2 fluorescence microscope with Leica HC PL Fluotar 10 and 20X/0.5 NA dry objective, captured using Photometrics CoolSNAP HQ, (Photometrics, Friedland, Denmark), and processed with Metamorph 4.6-5 (Molecular Devices, Sunnyvale, CA). Morphometric analyses were performed using the NIH ImageJ 1.37 v program. Vessel density corresponds to the percentage of each tumor section field occupied by a PECAM-positive signal. As a measure of vascular maturity, vessel wall assembly was assessed by quantifying the percentage of PECAM-positive structures lined by α-SMA-positive coverage while pericyte recruitment was assessed by quantifying the percentage of PECAM-positive structures lined by NG2-positive coverage.

### Vessel perfusion study

To mark vessel perfusion, mice were anesthetized and biotin-conjugated lectin from *Lycopersicon esculentum *(100 μg in 100 μl of PBS; Sigma, St. Luis, MO) was injected via caudal vein and allowed to circulate for 5 minutes before the vasculature was transcardially perfused with 4% PFA in PBS for 3 minutes. Tumor samples were collected and processed as described above. Endothelial cells were stained with PECAM antibody and perfused vessels were visualised by streptavidin-Alexa 488 (Invitrogen, Carlsbad, CA), which binds to biotinylated lectin. The images were obtained and processed as described above. Tumor perfusion was quantified by determining the percentage of PECAM-positive structures that were colocalized with Alexa 488 signals.

### Global gene expression and quantitative transcriptional analysis

Tumors from sEphB4-Alb or PBS treated RT2 *Dll4^+/+ ^*mice were harvested at week 13.5. RNA was then isolated and used for global gene expression analysis with Illumina MouseRef-8 v2.0 Expression BeadChip (Illumina, San Diego, CA). The genearray data were deposited to NCBI-GEO database http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE24603. Genes with expression change between two groups higher than 2 fold and P value smaller than 0.05 were selected and the changes were validated by quantitative RT-PCR.

Using a SuperScript III FirstStrand Synthesis Supermix (Invitrogen, Carlsbad, CA), first-strand cDNA was synthesized from total RT2 *Dll4^+/+ ^*and RT2 *Dll4^+/- ^*insulinoma RNA. Real-time PCR analysis was performed as described [4] using specific primers for *β-actin, GAPDH, PECAM, Dll4, Hey2, VEGF-A, VEGFR1, VEGFR2, VEGF-C, VEGFR3, PDGF-β, Ephrin-B2, and Tie2*. Primer pair sequences are available on request. Gene expression was normalized to *β-actin and GAPDH*.

### Statistical analyses

Data processing was carried out using the Statistical Package for the Social Sciences version 15.0 (SPSS v. 15.0; Chicago, IL). Kaplan-Meier product-limit estimation with Breslow generalized Wilcoxon test was used for survival analyses. All other statistical analyses were performed using the Mann-Whitney-Wilcoxon test. All results are presented as mean ± SEM or mean ± SD when more appropriate. *P*-values < 0.05 and <0.01 were considered significant (indicated in the figures with *) and highly significant (indicated with **), respectively.

## Results

### Targeted *Dll4 *allele deletion reduces tumor growth in RT2 mice

To assess the effect of impaired signaling through the Dll4/Notch pathway in an autochthonous tumor model, we crossed RT2 transgenic mice with *Dll4^+/- ^*mice and compared tumor burden between RT2 *Dll4^+/+ ^*and RT2 *Dll4^+/- ^*offspring. The two groups were humanely sacrificed at 13.5 weeks of age. Average tumor numbers per mouse were similar in RT2 *Dll4^+/+ ^*and RT2 *Dll4^+/- ^*littermates (Figure 1A). In contrast, a significant decrease in tumor growth was observed in RT2 *Dll4^+/- ^*mice when compared to the RT2 *Dll4^+/+ ^*control group. On average, RT2 *Dll4^+/- ^*insulinoma volume and overall tumor burden, calculated as a sum of tumor volumes per mouse, were reduced by approximately 50% compared to the control animals (Figure 1A).

**Figure 1:**
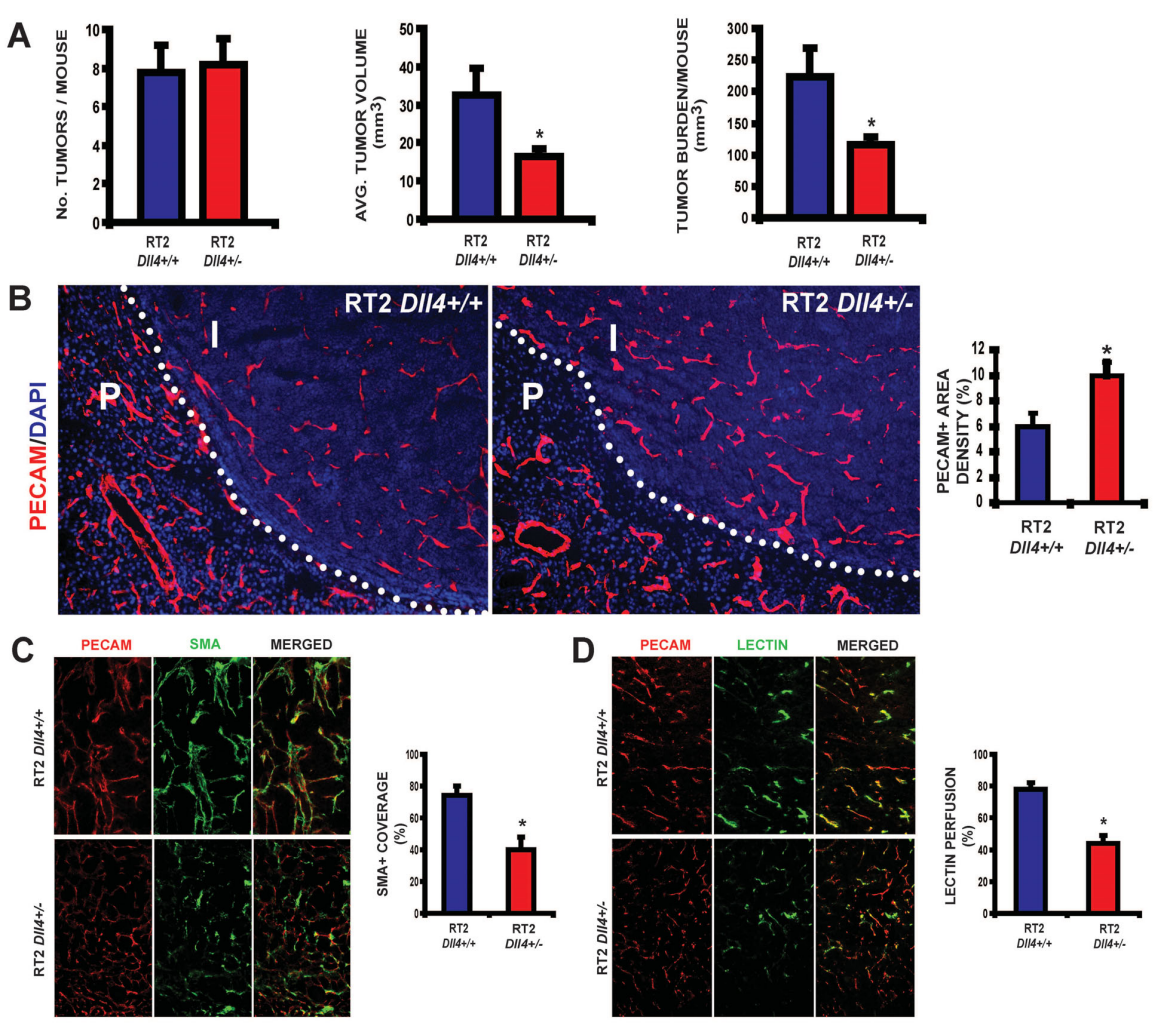
***Dll4 *allelic deletion reduced tumor burden in RT2 mice due to increased nonproductive tumor angiogenesis**. *A*, Number of tumors per animal, average tumor volume and overall tumor burden, are calculated as the sum of tumor volumes per mouse, in RT2 *Dll4^+/+ ^*(n = 8) and RT2 *Dll4^+/- ^*(n = 8) mice. *B*, Vascular response examined in RT2 *Dll4^+/+ ^*(n = 5) and RT2 *Dll4^+/- ^*(n = 5) insulinomas by PECAM immunostaining. RT2 *Dll4^+/- ^*mice showed reduced vessel calibers, increased sprouting, branching irregularities, and network disorganization (*left*). Dotted lines mark tumor border. *I *indicates insulinoma while *P *indicates normal pancreatic tissue surrounding the tumor. Vascular density was estimated as percentage of PECAM-positive area per tumor section surface and presented for two experimental groups (*right*). *C*, Mural cell coverage on newly formed vessels was examined by double staining of PECAM and α-SMA. SMA-positive cells lining PECAM-positive endothelium were profoundly reduced in RT2 *Dll4^+/- ^*insulinomas (*left*). The percentage of PECAM-positive structures covered by SMA-positive area was measured as an indicator of vessel maturation (*right*). *D*, Tumor vessel competence evaluated by lectin perfusion. Simultaneous staining of endothelial cells with PECAM and visualization of perfused vessels demonstrate a reduction in the fraction of perfused vessels in RT2 *Dll4+/- *vs. RT2 *Dll4+/+ *mice (*left*). The percentage of PECAM-positive area co-localized with lectin was measured to estimate the proportion of functional vessels within insulinomas (*right*). The two group values for each parameter were statistically analyzed using Mann-Whitney-Wilcoxon test. *Error bars *represent SEM. * *P *< 0.05 was considered significant.

### Partial Dll4/Notch suppression due to *Dll4 *allelic deletion promotes immature and non-functional vessel proliferation in RT2 insulinomas

We also examined the vascular morphology of tumors derived from both RT2 *Dll4^+/+ ^*and RT2 *Dll4^+/- ^*mice at week 13.5. Tumor endothelium was visualized by immunostaining of PECAM while PECAM/α-SMA co-localization was used to evaluate mural cell recruitment and thereby vessel maturity. In addition, subgroups of RT2 *Dll4^+/+ ^*and RT2 *Dll4^+/- ^*mice were perfused with endothelium-binding lectin to visualize the perfused regions of the tumor vasculature. The RT2 *Dll4^+/+ ^*tumors had irregular vessel formation and absence of a distinct branching pattern (Figure 1B) as well as a high degree of vessel maturity with a mean α-SMA-positive cell coverage of approximately 75% (Figure 1C). Furthermore, the lectin-perfusion study indicated that nearly 80% (78 ± 4%) of the vessels displayed appropriate lumen formation and were perfused (Figure 1D). In comparison, RT2 *Dll4^+/- ^*insulinoma showed a 1.8-fold increase in the density of PECAM-positive areas (p < 0.05) and formed atypical networks lacking vessel hierarchy or symmetry but displaying pronounced branching and multiple interconnections (Figure 1B). The number of α-SMA-positive cells lining PECAM-positive endothelial cells was greatly reduced (45% reduction, p < 0.05, Figure 1C). As anticipated, a significant reduction in the proportion of functional vessels was demonstrated by lectin-perfusion (2-fold decrease, p < 0.05, Figure 1D).

### Reduced Dll4/Notch signaling in the RT2 tumor affects expression of vessel growth regulators and/or their receptors

Quantitative RT-PCR was used to analyze RT2 *Dll4^+/+ ^*and RT2 *Dll4^+/- ^*tumors for putative differences in the expression of genes known to be involved in physiological and tumor angiogenesis (Figure 2). Relative to *Dll4^+/+ ^*insulinomas, *Dll4^+/- ^*tumors showed an approximately 50% reduction in *Dll4 *mRNA levels, as expected, as well as reduced *Hey2 *expression, consistent with a reduction in Notch signaling. Furthermore, there was increased *Vegf-a *expression and an over 8-fold increase in the VEGFR2/VEGFR1 ratio in the *Dll4^+/- ^*tumors. Similarly, both *Vegf-c *and *Vegfr3 *were up-regulated in these tumors. In addition, there was an increase in *PDGFR-β*, and decrease in *Ephrin-B2 *and *Tie2 mRNA levels*. The RNA level of PECAM was not significantly increased (1.2 fold), different from 40% increase of the PECAM signal in Figure 1B. One explanation is that quantitative PCR was done in whole tumor tissue and not microdissected vessels, which likely resulted in failure to document PECAM modulation in mRNA level.

**Figure 2:**
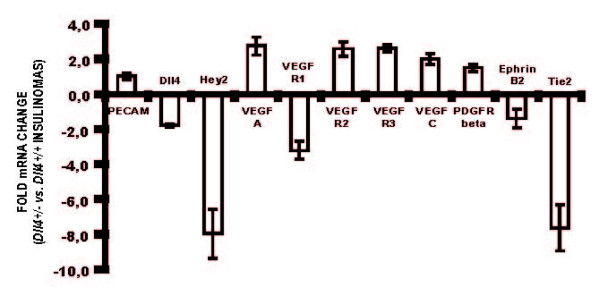
**Differential gene expression in RT2 *Dll4*^+/+ ^vs. RT2 *Dll4^+/- ^*insulinomas**. Total RNA was isolated from harvested insulinomas (2-3 tumors/mouse, n = 5 for each genotype) and gene expression analysis of tumor tissues was performed by quantitative RT-PCR for indicated genes involved in angiogenesis. Gene expression levels were normalized to *β-actin *levels. Error bars represent SD.

### sEphB4-Alb potentiates the effects of *Dll4 *allelic deletion on RT2 insulinoma growth and survival rate by further antagonizing tumor vessel maturation

sEphB4-Alb has been shown to be a potent inhibitor of tumor angiogenesis by blocking Ephrin-B2 and EphB4 signaling. To examine the effect of sEphB4-Alb in the RT2 system, RT2 mice were treated with sEphB4-Alb or PBS for 3.5 weeks beginning at 10 weeks of age. At 13.5 weeks of age, sEphB4-Alb treated RT2 mice showed reduced mean tumor volumes relative to PBS-treated control mice by approximately 50% (p < 0.05) (Figure 3A). At this point tumors were harvested and RNA was isolated and used for global gene expression analysis. 

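RNA from 2 insulinomas of PBS-treated RT2 mice and from 2 insulinomas of sEphB4-Alb-treated RT2 mice was hybridized to Illumina MouseRef-8 v2.0 arrays, on which the brightness of labelled cRNA bound to gene-specific beads measures each transcript. sEphB4-Alb is the soluble extracellular domain of EphB4 fused to albumin, and RT2 mice carry an oncogene driven by the insulin promoter, so that tumors arise from the beta cells of the islets. The mice, 6 in each group, were injected 3 times weekly between 10 and 13.5 weeks of age, and the dose of sEphB4-Alb was 10 mg/kg. The sample labels do not say which mouse each tumor came from, so p-values measure only the spread between these tumors. The sample labels name both the CD1 and the C57/BL6 background, and the design text of the series names C57/BL6.

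The deposited values are linear signal intensities of 18091 genes, 1 per gene symbol, which the authors had neither background-subtracted nor scaled between arrays. Median signals were 135.5 and 141.6 on the PBS arrays and 159.9 and 168.7 on the sEphB4-Alb arrays. The signals were corrected for background by normexp with an offset of 50, quantile normalized, put on the log2 scale and compared by limma. A gene was tested where its signal exceeded the background of the array on both arrays of at least 1 group, which left 10578 genes. The 4 arrays had 9232 and 10406 genes (PBS) and 10961 and 11378 genes (sEphB4-Alb) above background. Before normalization the median gene was 0.49 higher on the log2 scale in the sEphB4-Alb tumors, and it was 0.33 higher in PBS tumor 2 than in PBS tumor 1. This shift was 0.25 after median scaling and -0.01 after quantile normalization, so the choice of scaling sets how many genes pass a fold threshold. Normalized values correlated least between PBS tumor 1 and the other tumors (r = 0.946 to 0.954 across genes, against 0.976 to 0.979 among the other 3). With 2 tumors against 2, the smallest p of an exact two-sided permutation test of 1 gene is 0.33.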

Genes with expression changes between the two groups higher than 2-fold and P value smaller than 0.05 are shown in Table 1. 

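All 51 genes of Table 1 had a higher normalized signal in the sEphB4-Alb tumors, with log2 fold changes from 0.33 to 1.88 and a median of 0.69 (n = 2 tumors per group). Among the largest were those of Pyy, a peptide hormone of gut and islet endocrine cells, at 1.88 (standard error 0.33), of Cfd, the complement protease factor D, at 1.43 (standard error 0.21), and of Nmu, the neuropeptide neuromedin U, at 1.19 (standard error 0.21). In 44 of the 51 genes both sEphB4-Alb tumors lay above both PBS tumors. Chance gives this order to 16.7% of genes, which is no measure for genes chosen on these arrays for a higher signal. Pyy and Nmu were above background in 1 PBS tumor only. The groups overlapped in C3, C4b, Pdia3, Psenen, Scara3, Tax1bp3 and Zfp36l1.

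The log2 fold change was above 2-fold in 9 of the 51 genes. In 8 of them, among them Pyy, Cfd, Nmu, Hoxb2, BC048546, Prph and Ndrg4, the unadjusted p from limma was also under 0.05. An unadjusted p under 0.05 was reached by 33 of the 51 genes. At an adjusted p under 0.05 from limma, 0 genes passed over all genes tested (adjusted p = 0.703 to 0.817) and 20 passed adjusted over the list alone. As a group the 51 genes rose (camera, adjusted p = 1.02e-30, and adjusted p = 0.585 with an estimated correlation). The list was chosen by the authors on these arrays. Its direction, the order of its tumors, the count adjusted over the list alone and the group test are therefore not independent evidence. Of the 51 genes, 31 passed both thresholds after median scaling, 51 without normalization between arrays, 3 without background correction and 14 without sEphB4-Alb tumor 2.

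**Figure D1:**
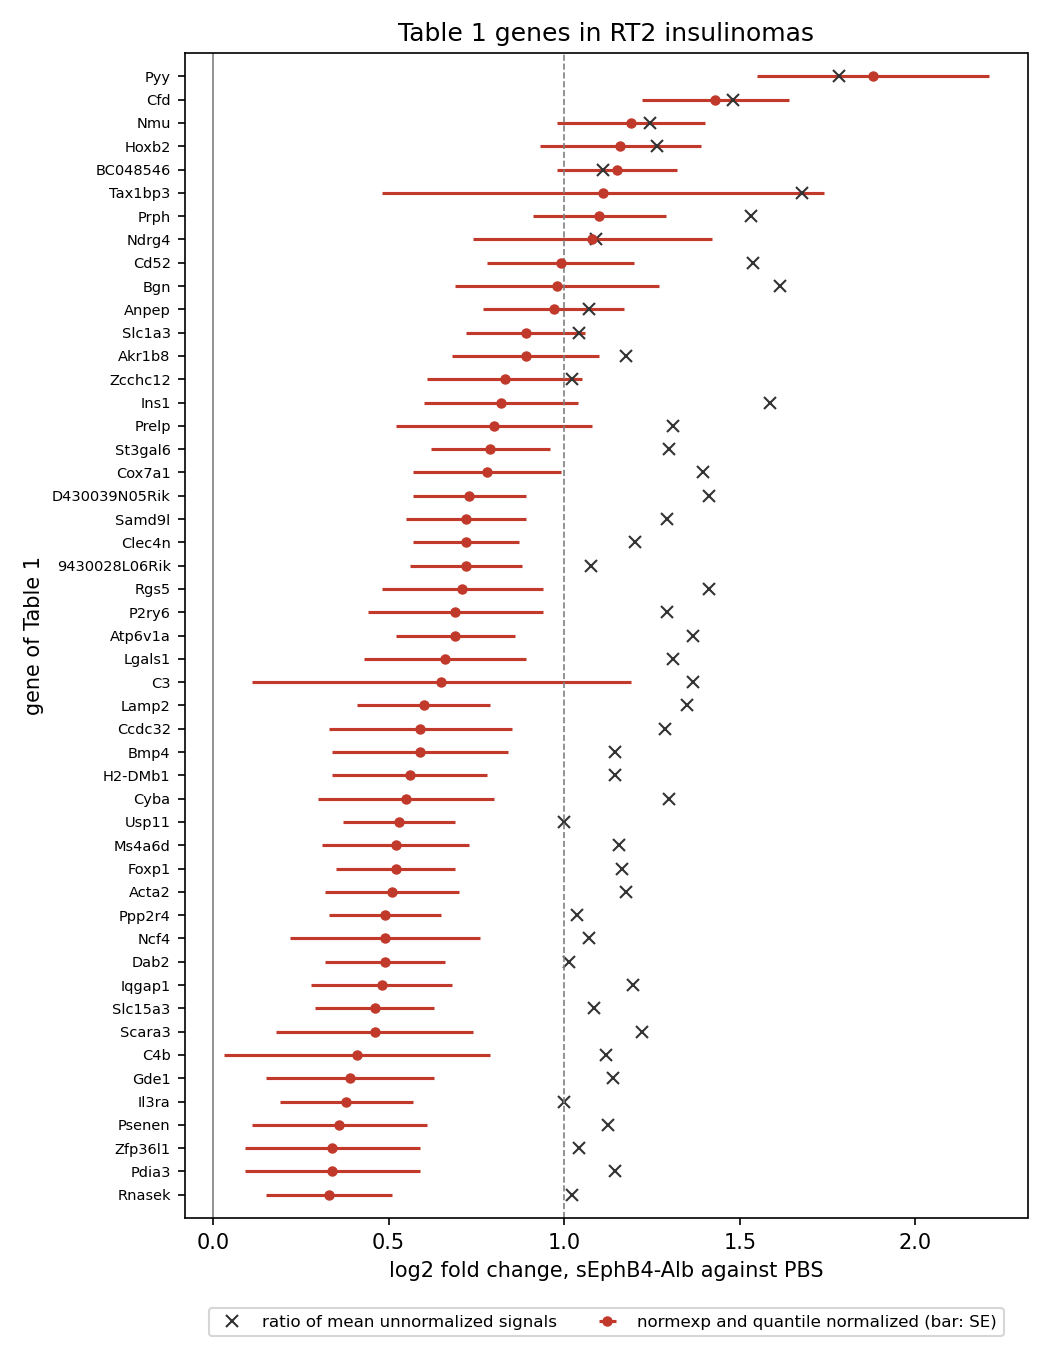
Log2 fold change (x axis) of 49 genes of Table 1 (y axis) in sEphB4-Alb against PBS tumors, 2 tumors per group. Circles with bars give the normalized value and its standard error, crosses the log2 ratio of the mean unnormalized signals, and the dashed line a fold change of 2. The plotted normalized values run from 0.33 to 1.88, and 8 lie above the dashed line.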

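Genes of acinar pancreas, the enzyme-secreting cells around the islets, and of pancreatic duct rose as groups in the sEphB4-Alb tumors, as did genes of macrophages, complement, antigen presentation and extracellular matrix, by limma's camera test over lists written before the data were examined. With an estimated correlation none of these lists passed (adjusted p = 0.585 for each). All 33 acinar genes above background had a log2 fold change above 0, with a median of 1.79 (adjusted p = 4.58e-08), and Gp2, a zymogen granule protein, was at 3.02 (standard error 1.40), which was 1.11 and 4.93 without PBS tumors 1 and 2 and 4.01 and 2.03 without sEphB4-Alb tumors 1 and 2. The values followed single tumors, however, since the median acinar signal was 7.60 and 10.23 on the log2 scale in the PBS tumors and 9.26 and 12.53 in the sEphB4-Alb tumors. Only 5 of the 33 were higher in both sEphB4-Alb tumors, an order that chance gives to 16.7% of genes. The acinar genes varied together (estimated correlation 0.93), so they do not count as separate measurements. Duct genes had a median of 0.75 (adjusted p = 5.6e-06), and 8 of 12 were higher in both sEphB4-Alb tumors, among them the mucin Muc1 at 1.63 (standard error 0.35) and the keratins Krt8 at 1.59 (standard error 0.46) and Krt19 at 1.24 (standard error 0.29). Muc1 and Krt19 were above background in 1 PBS tumor, and Krt8 was at 0.94 and 2.24 without PBS tumors 1 and 2. Macrophage genes had a median of 0.38 (adjusted p = 4.58e-06), and 14 of 23 were higher in both sEphB4-Alb tumors, such as Ms4a7 at 0.91 and the lysosomal protease gene Ctss at 0.74. Complement genes had a median of 0.49 (adjusted p = 0.000875), with C1qc at 0.83. C1qa, C1qb and C1qc belong to both the complement and the macrophage list, so these lists are not separate findings. The 8 genes of MHC class II presentation were all above 0, with a median of 0.50 (adjusted p = 0.0012), Cd74, the invariant chain, at 1.01 and H2-Ab1 at 0.72. Genes of fibroblasts and extracellular matrix had a median of 0.22 (adjusted p = 6.08e-05), with Mgp at 1.21, the collagen gene Col1a1 at 1.03 and Bgn, biglycan, at 0.98. T and NK cell genes had a median of 0.32 (adjusted p = 0.00874) and oxidative phosphorylation genes one of 0.12 (adjusted p = 0.0152), and both had adjusted p = 0.585 with an estimated correlation. Of these genes 3 of complement, 2 of macrophages, 2 of matrix, 1 of MHC class II and 1 of oxidative phosphorylation also belong to Table 1, and 0 of acinar pancreas, duct or T and NK cells.

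Genes of red blood cells and of the cell cycle fell as groups by the same test, and neither passed with an estimated correlation (adjusted p = 0.585 and 0.713). In both, PBS tumor 1 lay apart from the other 3 tumors. The median deviation of the red blood cell genes from their means was 0.71 in PBS tumor 1, -0.24 in PBS tumor 2 and -0.30 and -0.25 in the sEphB4-Alb tumors, and that of the cell cycle genes was 0.36, -0.17, -0.22 and 0.00. The median log2 fold change was -0.59 over 6 red blood cell genes (adjusted p = 0.0152), with the globin gene Hba-a1 at -1.48 (-0.48 without PBS tumor 1 and -2.48 without PBS tumor 2). It was -0.16 over 32 cell cycle genes (adjusted p = 0.0452), of which 26 were below 0, with the replication factor gene Mcm5 at -0.61, while Pcna was at 0.79. Adjusted over the list alone, 3 duct genes, 2 complement genes and 1 matrix gene passed and no gene of the other lists named here, and 0 passed over all genes. Without PBS tumor 1 the calls for acinar pancreas (adjusted p = 0.129), red blood cells (0.63) and the cell cycle (0.219, turned upward) were lost. Without PBS tumor 2 those for macrophages (0.0512), MHC class II (0.0656), complement (0.176), matrix (0.0707), T and NK cells (0.0523) and oxidative phosphorylation (0.41) were lost. Without sEphB4-Alb tumor 1 those for T and NK cells (0.0701) and the cell cycle (0.69) were lost. Scaling moved the median of all genes, so medians are given here relative to it. After median scaling the cell cycle list stood at 0.01 with its test turned upward (adjusted p = 0.924), and the T and NK cell list stood at -0.01 and lost its call (0.691). Without normalization between arrays the acinar and duct lists lost their calls (adjusted p = 0.572 and 0.153) while their medians stayed above that of all genes, by 1.78 and 0.53. The sign of the acinar test statistic, but not of the median, was then negative. The calls for T and NK cells (0.514, at -0.06) and the cell cycle (0.979, turned upward, at 0.07) were also lost there. Red blood cells and the cell cycle lost theirs with no filter on dim genes (0.174 and 0.147), with signal above background on all 4 arrays (0.107 each, and 0.296 for T and NK cells) and without moderation (0.115 and 0.195).

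Over all 10578 genes tested, 105 were higher and 19 lower in the sEphB4-Alb tumors at over 2-fold and an unadjusted p under 0.05 from limma, 85% of them higher. By order alone, both sEphB4-Alb tumors lay above both PBS tumors in 1966 of the 10578 genes (18.6%) and below both in 2177 (20.6%), each of which chance gives to 16.7%. These counts were 3903 and 689 after median scaling and 8200 and 36 without normalization between arrays. The share of higher genes past both thresholds was 98% after median scaling and 100% without normalization between arrays, and it was 68% at a fold threshold of 1.5. Without PBS tumor 2 there were 305 higher and 180 lower genes, 63% of them higher. Leaving out another array gave shares of 76% to 82%, with 34 and 39 lower genes without sEphB4-Alb tumors 1 and 2. An adjusted p under 0.05 was reached by 0 genes with limma (692 at an unadjusted p under 0.05, 402 higher and 290 lower), by 1 gene with the same model without moderation and by 0 genes with the exact Mann-Whitney-Wilcoxon test. In simulated data of the same size, 78.2 unchanged genes per simulation passed the fold and unadjusted p thresholds. Genes were drawn independently there, with SDs estimated from these few arrays, so this count is a rough guide only. Among the largest decreases in signal were those of Ddx3y, a Y-linked RNA helicase gene, at -2.37 (standard error 0.33), Rprml at -1.88 (standard error 0.65) and Gper, a membrane estrogen receptor gene, at -1.57 (standard error 0.26). Xist, the RNA of the inactive X chromosome, was at 2.40, above background in both sEphB4-Alb tumors and in no PBS tumor. A difference in the sex of the mice between the groups therefore cannot be told apart from the treatment. However, the legend of Figure 3, like that of the later therapeutic trial, names male mice. Rprml was at -1.12 and -2.65 without PBS tumors 1 and 2 and at -2.50 and -1.26 without sEphB4-Alb tumors 1 and 2. The other 9 of the 12 largest decreases past both thresholds with groups apart were those of Zfp35 at -1.78 (at least 2.73-fold lower, as it was not above background in the sEphB4-Alb tumors), Vgll2 at -1.56, Rala at -1.39, LOC100044439 at -1.31, Mlxipl at -1.24, C530043G21Rik at -1.18, Ethe1 at -1.18, 6430573F11Rik at -1.13 and Aim1 at -1.12. Rala, above background in 1 sEphB4-Alb tumor, was at -0.75 and -2.03 without PBS tumors 1 and 2. Without normalization between arrays the groups overlapped in Mlxipl and Ethe1. Relative to the median gene, these 9 genes then stood at -1.34 (Zfp35) to -0.80 (Aim1).

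**Figure D2:**
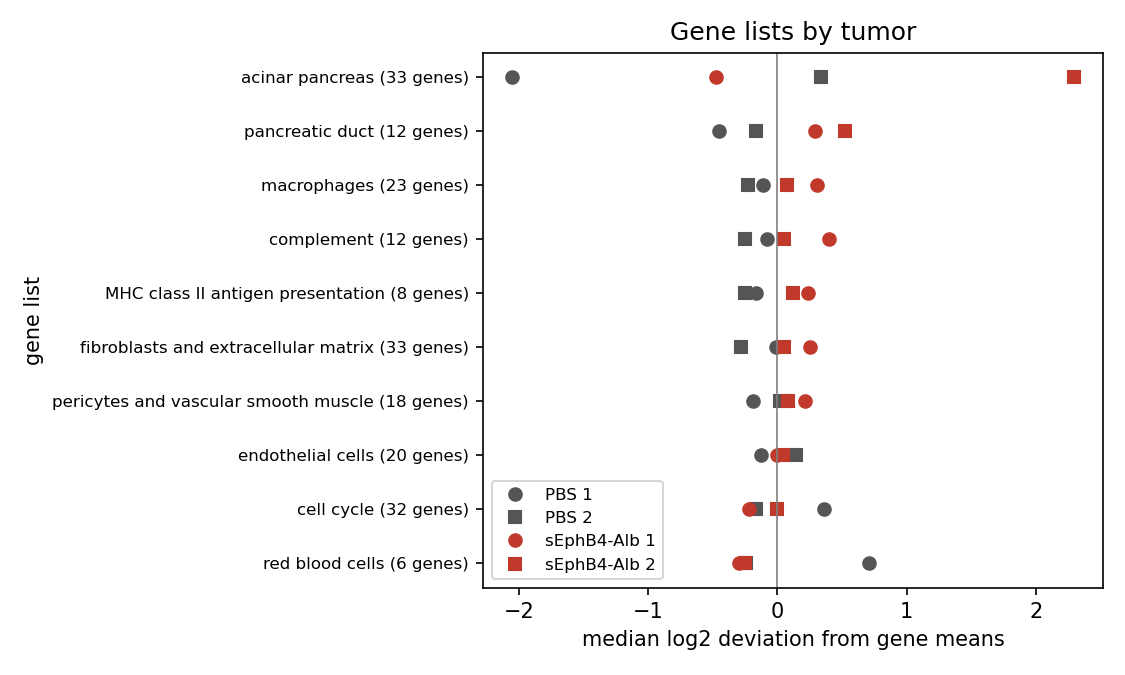
Gene lists (y axis) in each of the 4 tumors. The x axis gives, on the log2 scale, the median over the list's genes of the deviation from each gene's mean over the 4 tumors, PBS tumors in grey and sEphB4-Alb tumors in red. Acinar genes spread most between tumors, and sEphB4-Alb tumor 1 lies below PBS tumor 2 in them.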

Selected genes with known role in vascular biology were evaluated by quantitative RT-PCR for validation studies. Of these genes, *Rgs5 *and *Psenen *are of special interest. They are upregulated in sEphB4-Alb treated group compared to the untreated wild type mice and their changes were validated by quantitative RT-PCR (supplementary Figure 1A). 

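Rgs5 had a normalized log2 signal of 9.72 ± 0.30 (SD, n = 2) in the PBS tumors and 10.4 ± 0.21 (SD, n = 2) in the sEphB4-Alb tumors. The log2 fold change was 0.71 (standard error 0.23, 95% confidence interval 0.12 to 1.30), and both sEphB4-Alb tumors lay above both PBS tumors. The adjusted p from limma was 0.741. Psenen had a normalized log2 signal of 10.6 ± 0.39 (SD, n = 2) in the PBS tumors and 11.0 ± 0.18 (SD, n = 2) in the sEphB4-Alb tumors. Its log2 fold change was 0.36 (standard error 0.25, 95% confidence interval -0.28 to 1.01, adjusted p = 0.779 from limma), and the groups overlapped. Without normalization between arrays the log2 fold changes were 1.41 for Rgs5 and 1.13 for Psenen. Leaving out PBS tumor 2 gave 0.09 for Psenen and leaving out PBS tumor 1 gave 0.64.

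**Figure D3:**
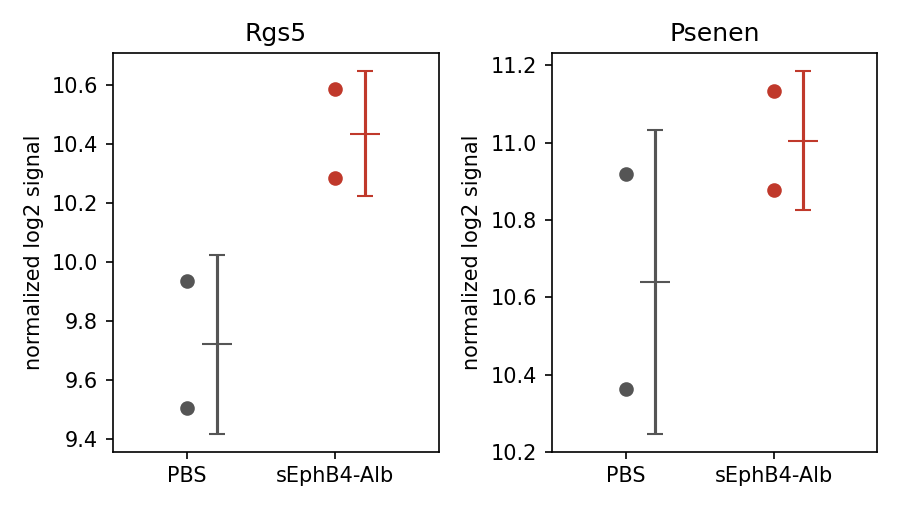
Normalized log2 signal (y axes, not starting at 0) of Rgs5 and Psenen in each tumor by treatment (x axes). Points are tumors, and bars beside them give the mean and SD of 2 tumors. The groups are apart for Rgs5 and overlap for Psenen.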

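Genes of pericytes and vascular smooth muscle, the mural cells that surround vessels, rose as a group in the sEphB4-Alb tumors, with a median log2 fold change of 0.25 over the 18 listed genes above background (camera, adjusted p = 0.00982). The adjusted p from camera was 0.585 with an estimated correlation. Relative to the median gene, the list stood at 0.12 after median scaling and at 0.08 without normalization between arrays. Endothelial cell genes stood at 0.08 and 0.07 in these scalings, so the lists hardly differed there. In 7 of the 18 genes both sEphB4-Alb tumors were above both PBS tumors. The largest values were those of Anpep, an aminopeptidase of pericytes, at 0.97 (standard error 0.20), of Rgs5, of Notch3, a Notch receptor of mural cells, at 0.61 (standard error 0.26), and of Actg2, another smooth muscle actin, at 0.57 (standard error 0.40). Anpep, Notch3 and Actg2 were above background in 1 of the PBS tumors only. Acta2, smooth muscle actin, was at 0.51 (standard error 0.19, adjusted p = 0.741 from limma). Cspg4, the NG2 proteoglycan of pericytes, was at -0.05 (standard error 0.17, adjusted p = 0.96 from limma), and at 0.07 without PBS tumor 1. Relative to the median gene, Cspg4 was at -0.11 after median scaling. Of the 18 genes 0 passed at an adjusted p under 0.05 from limma, over all genes or adjusted over the list alone, and 3 had an unadjusted p under 0.05, all higher. Rgs5, Acta2 and Anpep also belong to Table 1, which the authors chose on these arrays. The group's call was lost without PBS tumor 1 (adjusted p = 0.192), without sEphB4-Alb tumor 1 (0.0948), after median scaling (0.072), without normalization between arrays (0.0642), without moderation (0.0543) and with signal above background on all 4 arrays (0.134).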

Rgs5 is a marker of pericytes and is a negative regulator of pericyte maturation. Rgs5 was also upregulated in umbilical artery smooth muscle cell co-cultured with human umbilical artery endothelial cell when treated with sEphB4-Alb (Additional file 1. 

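Psenen encodes a subunit of gamma-secretase, the protease that releases the intracellular domain of Notch receptors. Of the 6 genes listed for gamma-secretase that were above background, 3 had a log2 fold change above 0 and 3 below, and the median was 0.00 (camera, adjusted p = 0.686). The values beside Psenen were 0.47 (standard error 0.44) for Psen2, -0.12 (standard error 0.18) for Aph1b and -0.10 (standard error 0.21) for Ncstn, nicastrin. After median scaling Aph1b stood at -0.07 and Ncstn at 0.11 relative to the median gene. Psen2, above background in 1 PBS tumor only, was at -0.17 without PBS tumor 1 and at 1.10 without PBS tumor 2. The Notch pathway list did not pass the test either, with a median of -0.07 over 15 genes (adjusted p = 0.293), and relative to the median gene it was -0.15 after median scaling. The list went both ways. Notch3 was higher in both sEphB4-Alb tumors, and the Notch target gene Hes1 was at 0.47 (standard error 0.44), which was -0.16 and 1.11 without PBS tumors 1 and 2. The lowest values were those of Nrarp, a Notch target gene, at -0.76 (standard error 0.18) and of the ligand gene Jag2 at -0.52 (standard error 0.17), both lower in both sEphB4-Alb tumors at adjusted p = 0.741 from limma. Without normalization between arrays they stood at -0.47 and -0.23 relative to the median gene. The receptor genes Notch1 and Notch4 were at -0.20 and -0.25, and at -0.10 and -0.09 relative to the median gene after median scaling. Dll4 was not above background in the PBS tumors and was above it in 1 of the sEphB4-Alb tumors. In both lists 0 genes passed at an adjusted p under 0.05 from limma, over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 Nrarp and Jag2 did.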

Psenen is a critical component of presenilin complex that is required for Notch receptor processing.

**Figure 3:**
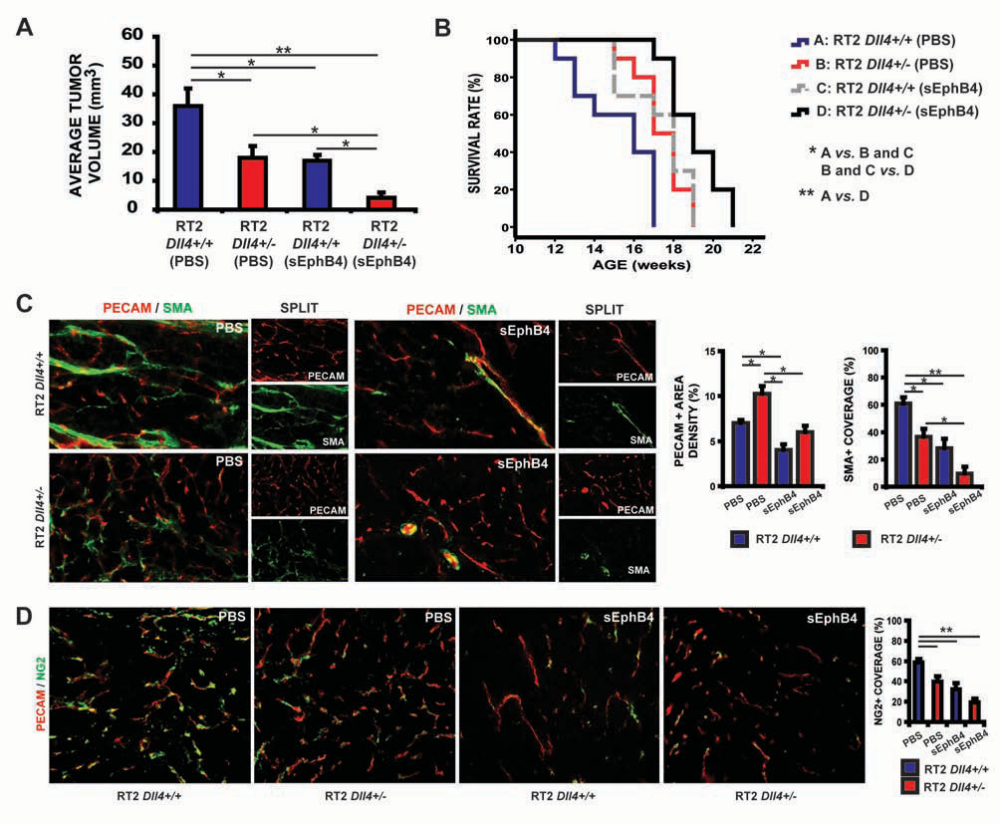
**sEphB4-Alb inhibited insulinoma growth and extended longevity in RT2 *Dll4^+/+ ^*and *Dll4^+/- ^*mice**. *A*, Average tumor volumes developed by 13.5-week old RT2 (*Dll4^+/+ ^*or *Dll4^+/-^*) male mice previously treated for 3.5 weeks with drug vehicle (PBS) or sEphB4-Alb (10 mg/kg). All the groups had 6 animals and were treated i.p. 3 times a week. *B*, Survival rates in RT2 *Dll4^+/+ ^*and RT2 *Dll4^+/- ^*treated with vehicle (PBS) or sEphB4-Alb (5 mg/kg). All the groups had 10 animals and were treated i.p. 3 times a week. Survival rate was calculated as the percentage of live mice at the end of each week relative to the initial number of the animals per experimental group. *C*, Sections of tumors harvested at the end of the experiment mentioned in *A *were co-stained with anti-PECAM (*red*) and anti-α-SMA (*green*) as described in Fig. 1*C*. *D*, Sections of tumors harvested at the end of the experiment mentioned in *A were *co-stained with anti-PECAM (*red*) and anti-NG2 (*green*). The percentage of PECAM-positive structures covered by NG2-positive area was measured as a parameter of pericyte recruitment (*right*). Kaplan-Meier product-limit estimation with Breslow generalized Wilcoxon test was used for survival analyses. Other data were analyzed using Mann-Whitney-Wilcoxon test. *Error bars *represent SEM. * *P *< 0.05 and ** *P *< 0.01 were considered significant and highly significant, respectively.

**Table 1:** Upregulated genes in sEphB4-Alb treated RT2 mice

Gene name	Fold Change	P value
9430028L06Rik	2.11	0.02

Acta2	2.26	0.05

Akr1b8	2.26	0.02

Anpep	2.10	0.03

Atp6v1a	2.58	0.05

BC048546	2.16	0.01

Bgn	3.06	0.05

Bmp4	2.21	0.03

C3	2.58	0.05

C4b	2.17	0.02

Ccdc32	2.44	0.01

Cd52	2.90	0.04

Cfd	2.79	0.02

Clec4n	2.30	0.03

Cox7a1	2.63	0.01

Cyba	2.46	0.01

D430039N05Rik	2.66	0.04

Dab2	2.02	0.05

Foxp1	2.24	0.05

Fus	2.42	0.01

Gde1	2.20	0.04

H2-DMb1	2.21	0.04

Hoxb2	2.40	0.04

Il3ra	2.00	0.05

Ins1	3.00	0.01

Iqgap1	2.29	0.05

Lamp2	2.55	0.02

Lgals1	2.48	0.02

Ms4a6d	2.23	0.04

Ncf4	2.10	0.04

Ndrg4	2.13	0.04

Nmu	2.37	0.03

P2ry6	2.45	0.04

Pdia3	2.21	0.03

Ppp2r4	2.05	0.03

Prelp	2.48	0.05

Prph	2.89	0.01

Psenen	2.18	0.02

Pyy	3.44	0.01

Rbp1	2.96	0.02

Rgs5	2.66	0.01

Rnasek	2.03	0.03

Samd9l	2.45	0.05

Scara3	2.33	0.05

Slc15a3	2.12	0.04

Slc1a3	2.06	0.00

St3gal6	2.46	0.04

Tax1bp3	3.20	0.04

Usp11	2.00	0.03

Zcchc12	2.03	0.04

Zfp36l1	2.06	0.04

To examine whether synchronous suppression of Dll4/Notch and EphB4/Ephrin-B2 signaling pathways might result in greater inhibition of RT2 tumor development, we treated RT2 *Dll4^+/- ^*mice with sEphB4-Alb. The reduction of the average tumor volume was even more pronounced in sEphB4-Alb treated RT2 *Dll4^+/- ^*group (approximately 90% reduction, p < 0.01) where Dll4/Notch and Ephrin-B2/EphB4 signaling were simultaneously inhibited (Figure 3A).

To test whether these tumor-suppressive effects are reflected on longevity, both *Dll4^+/+ ^*and *Dll4^+/- ^*RT2 mice were treated with PBS or half dose of sEphB4-Alb (5 mg/kg) beginning at 10 weeks of age and continuously monitored for survival benefit estimation. *Dll4 *allelic deletion just as sEphB4-Alb treatment were found to extend the mean lifespan of RT2 mice by 2 weeks (15 ± 1 wk in PBS treated RT2 *Dll4^+/+ ^versus *17 ± 1 wk in PBS treated RT2 *Dll4^+/- ^*and sEphB4-Alb treated RT2 *Dll4^+/+ ^*mice, p < 0.05 Figure 3B). Significantly, an additional survival benefit of 2 weeks, on average, was provided by combinatorial Dll4/Notch and Ephrin-B2/EphB4 inhibition (15 ± 1 wk in PBS-treated RT2 *Dll4^+/+ ^versus *19 ± 1 wk in sEphB4-treated RT2 *Dll4^+/-^*, p < 0.01, Figure 3B).

Histologicaly, microvessel density assessed by immunostaining of PECAM was significantly increased in PBS treated *Dll4^+/- ^*tumors compared to PBS treated *Dll4^+/+ ^*insulinomas, while sEphB4-Alb treatment in RT2 *Dll4^+/+ ^*mice caused a statistically significant decrease of tumor vessel density (Figure 3C). Notably, in both PBS treated *Dll4^+/- ^*tumors and sEphB4-Alb treated RT2 *Dll4^+/+ ^*tumors, average vessel caliber was reduced, and pericyte recruitment and vessel wall formation were markedly impaired, as indicated by PECAM/NG2 and PECAM/α-SMA immunostaining (Figure 3C and 3D). Furthermore, the simultaneous suppression of Dll4/Notch and Ephrin-B2/EphB4 signaling in sEphB4-Alb treated RT2 *Dll4^+/- ^*mice drastically reduced the vessel diameters and their mural cell coverage, even though the total PECAM-positive area apparently similar to PBS-treated *Dll4^+/+ ^*insulinomas (Figure 3C and 3D). Therefore, combinational targeting Dll4/Notch signaling EphrinB2-EphB4 has greater efficacy in blocking vessel maturation and perfusion of the tumor.

### Both sDll4 and sEphB4-Alb inhibit RT2 tumor growth and act in a cumulative manner

sDll4 is a potent inhibitor of Notch signaling and has been shown to reduce tumor growth in various tumor models [7,8,21]. We sought to determine the effect of combined blockade of Dll4/Notch pathway (by sDll4) and Ephrin-B2/EphB4 pathway (by sEphB4-Alb) on tumor angiogenesis. RT2 mice were treated from 10 to 13.5 weeks of age. Compared to control mice treated with the vehicle (PBS), tumor volumes were reduced in both sDll4 treated (81% reduction, p < 0.01) and sEphB4-Alb treated animals (60%, p < 0.05). As presented in Figure 4A, the combination therapy caused an even more significant tumor suppression (92%, p < 0.01), which has significant difference when compared to the therapy with sDll4 or sEphB4-Alb alone (p < 0.05).

**Figure 4:**
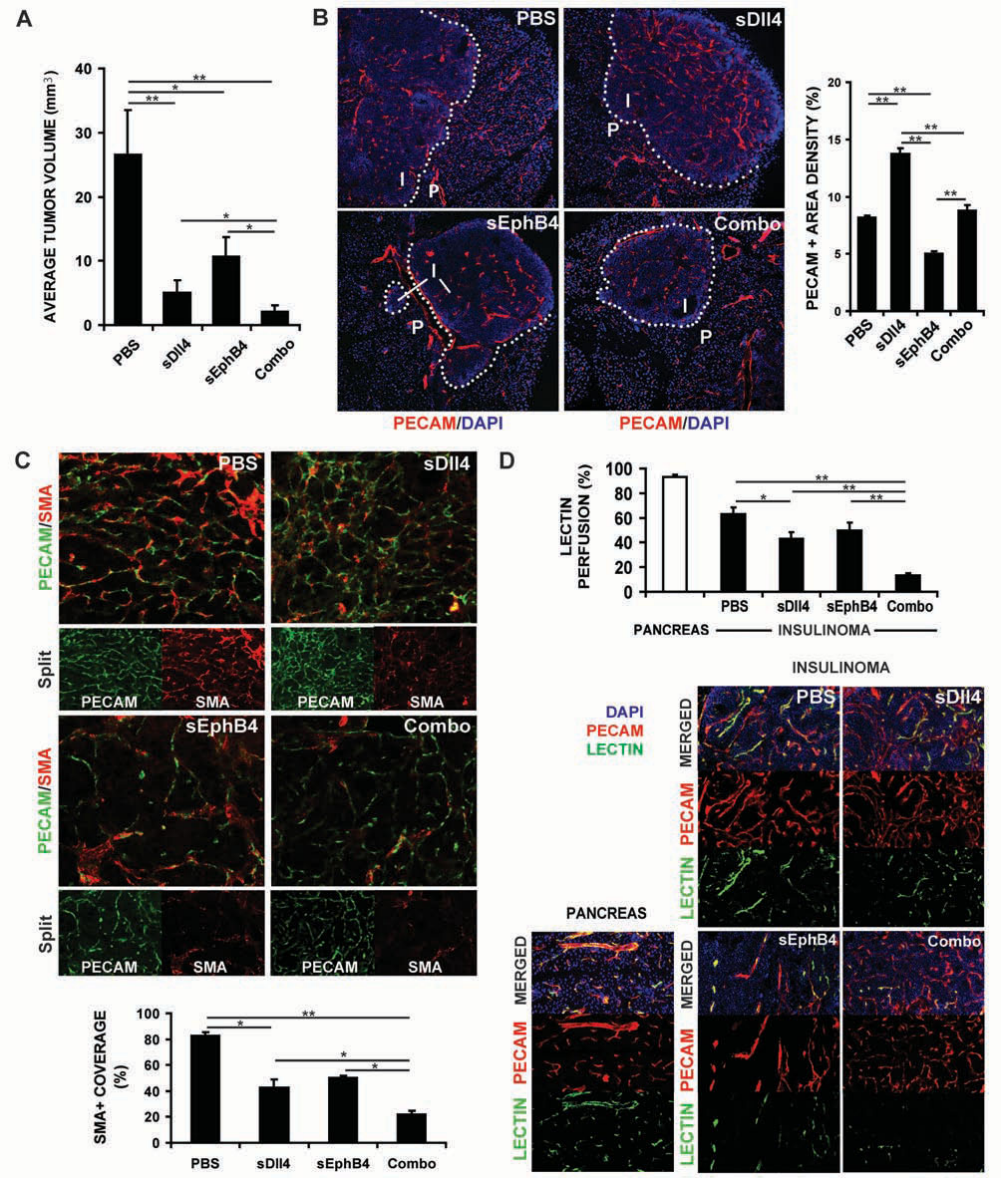
**Combination therapy of sDll4-Fc and sEphB4Alb inhibits RT2 tumor growth with greater efficacy than either molecule alone**. *A*, Average tumor volumes developed by 13.5-week old RT2 male mice previously treated for 3.5 weeks with drug vehicle (PBS, i.p. 3×/wk, control group), sEphB4-Alb (10 mg/kg i.p., 3×/wk), sDll4-Fc (10 mg/kg i.p. 3×/wk), or combination of sEphB4-Alb and sDll4-Fc (10 mg/kg, i.p. 3×/wk for both). The results were obtained from two independent trials involved 6 animals per treatment group and per trial. *B*, Sections of tumors harvested at the end of the experiment mentioned in *A *were immunostained with PECAM (*red*) and DAPI (*blue*) as described in Fig. 1*B*. *C*. Sections of tumors harvested at the end of the experiment mentioned in *A *were stained as described in Fig. 1*C*. *D*, Tumor vessel functionality evaluated by lectin perfusion as described in Fig. 1*D*. Perfusion in normal pancreas tissue was also analyzed and shown on the bottom left. The data were analyzed using Mann-Whitney-Wilcoxon test. Error bars represent SEM. * *P *< 0.05 and ** *P *< 0.01 were considered significant and highly significant, respectively.

Harvested tumors were double immunostained for PECAM/α-SMA to analyze microvessel density and maturity and PECAM/lectin to estimate tumor perfusion and vessel functionality (Figure 4B-D). Compared to PBS treated group, sDll4 treated tumors showed an increase in total tumor vessel density of 41% on average (p < 0.01), reduced mural cell coverage of 47% (p < 0.05), and reduced lectin perfusion of 32% (p < 0.05) sEphB4-Alb treatment in contrast caused reduced microvessel density (39% reduction, p < 0.01), pericyte recruitment (39%) and lectin perfusion (21%). Finally, the small sized tumors observed in mice treated with both sDll4 and sEphB4-Alb were characterized by decreased vessel diameters (Figure 4B) and markedly impaired vessel maturation with 73% reduction in mural cell coverage compared to PBS-treated insulinomas (p < 0.01) (Figure 4C). Meanwhile, lectin perfusion was drastically decreased (79%, p < 0.01) (Figure 4D). These results indicate that sDll4/sEphB4-Alb combination therapy has at least a cumulative effect on minimizing tumor vessel competency and blood delivery to neoplasic cells, consequently reducing tumor growth.

### Endothelial Dll4/Notch inhibition results in hepatic vascular alterations that can be prevented by concomitant inhibition of Ephrin-B2/EphB4

Chronic Dll4 blockade results in benign vascular proliferative lesions in the liver [4]. In contrast, *Dll4 *haploinsufficiency and intermittent administration of sDll4 (3 times a week for 3.5 weeks) in RT2 mice significantly reduced tumor growth, but did not cause any vascular lesions in the liver or other vital organs such as heart, brain, lung, kidney, and intestine (data not shown). To confirm if complete and persistent loss of Dll4 causes organ toxicity, we used a conditional, endothelial-specific *Dll4 *knock-out mouse line (*Dll4^lox/lox ^*Cre+), in which *Dll4 *deletion is dependent on tamoxifen administration. Comparative histological analyses were performed with cardiac, cerebral, pulmonary, renal, intestinal and hepatic samples obtained from mice 10 weeks after tamoxifen-induction or vehicle (PBS)-administration. While control animals presented normal organ histology, the endothelial Dll4 knock-out mice showed alterations in liver architecture. Macroscopically, the liver surface of tamoxifen-induced Dll4^lox/lox ^Cre+ mice had a characteristic micro-nodule. Although general lobular architecture and portal spaces were preserved, we observed some areas with markedly dilated sinusoids. However, the most prominent feature was excessive subcapsular vessel proliferation with a few hemangioma-like structures (Figure 5A and 5B). To assess whether and to which extent these alterations can be influenced by concomitant Ephrin-B2/EphB4 inhibition, we treated tamoxifen-induced Dll4^lox/lox ^Cre+ mice with PBS or sEphB4-Alb (10 mg/kg). While PBS treated mice developed previously described subcapsular vascular alterations (Figure 5E), sEphB4-Alb treated animals showed a few dilated sinusoids but no evidence of vascular proliferative lesions (Figure 5F).

**Figure 5:**
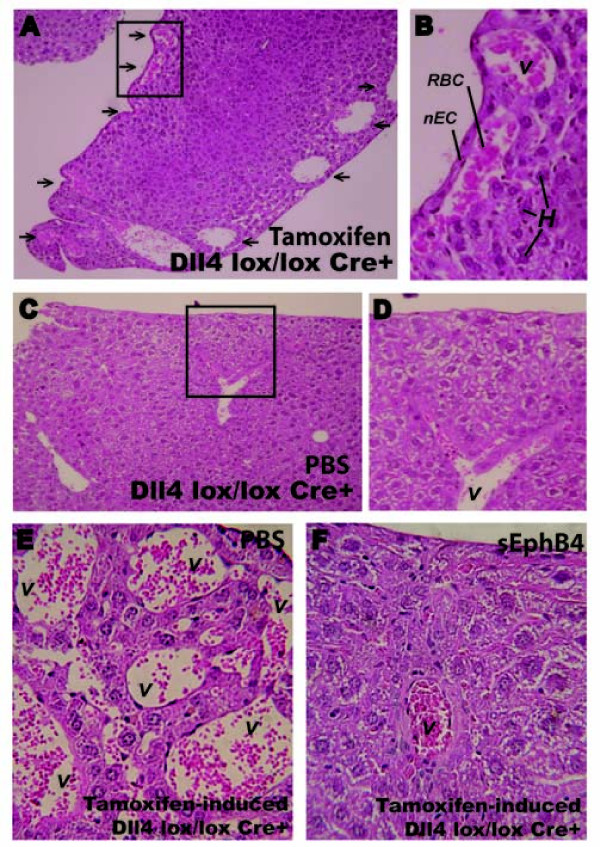
**Hepatic vascular lesions observed in endothelial-specific *Dll4 *knock-out mice are prevented by sEphB4-Alb administration**. Representative pictures of hematoxylin and eosin staining of liver sections from induced, tamoxifen-treated (*A *and *B*) and non-induced, PBS-treated (*C *and *D*) *Dll4^lox/lox ^Cre+ *mice, and from induced, tamoxifen-treated *Dll4^lox/lox ^Cre+ *mice administered with PBS vehicle (*E*) or sEphB4-Alb (*F*) for 12 weeks to assess the effect of Ephrin-B2/EphB4 blockade combined with total inhibition of Dll4/Notch endothelial signaling. *A*, Ten weeks after the induction of endothelium-specific Dll4 loss-of-function, all studied 14-week-old *Dll4^lox/lox ^*Cre+ presented excessive sub-capsular vascular proliferation. The image shows vessels (*arrows*), some of which extremely dilated, occupying sub-capsular regions throughout the liver. *B*, Higher magnification of sub-capsular blood vessels (inset in *A*); *C*, Age-matched non-induced *Dll4^lox/lox ^*Cre+ presented normal liver histology. *D*, Higher magnification of the inset in *C *showing a single hepatic vessel that cannot be considered sub-capsular. *E *and *F*, Excessive vascular proliferation forming an hemangioma-like sub-capsular structure in a tamoxifen-induced *Dll4^lox/lox ^Cre+ *mouse injected with PBS and normal hepatic structure in a sEphB4-treated tamoxifen-induced *Dll4^lox/lox ^Cre+ *mouse, respectively. *V*, blood vessel; *nEC*, endothelial cell nucleus, *RBC*, red blood cells; *H*, hepatocytes.

## Discussion

*Dll4 *allelic deletion or sDll4 treatment reduces the rate of tumor growth in this spontaneous model of insulinoma in the pancreas, while the number of tumors per mouse were unchanged, indicating that the transforming event caused by SV40 large T antigen under insulin promoter is independent on Dll4/Notch pathway, while the tumor growth is promoted by the expression of Dll4 in the vasculature. Similarly, sEphB4-Alb, which blocks Ephrin-B2 mediated forward signaling in venous endothelial cells through its cognate receptors, in particular EphB4, and reverse signaling in the arterial endothelial cells expressing Ephrin-B2, reduces the rate of tumor growth without affecting the number of oncogenic tumor nodules in the pancreas. Combination of sEphB4-Alb and sDll4 had a greater tumor inhibition efficacy than each one alone. This novel finding indicates that the activity of both pathways is non-overlapping even though Dll4/Notch signaling induces Ephrin-B2 [22-24]. The lack of overlapping effects is consistent with the fact that Dll4 targeted therapy has a markedly increased number of tumor vessels while sEphB4-Alb therapy results in significantly reduced tumor vessel density. Inhibition of Dll4-Notch signaling leads to induction of VEGF, probably through hypoxia. Meanwhile, there is also an increase in VEGFR2 level, resulting in a positive loop leading to enhanced VEGF signaling and thus increased vascular density. In addition, VEGFR3 is induced in insulinomas of *Dll4^+/- ^*RT2 mice compared to the *Dll4^+/+ ^*RT2 littermates. VEGFR3 expression in nascent vessels in addition to lymphatic endothelium may thus also have contributed to the enhanced vascular response. sEphB4-Alb mediated inhibition of Ephrin-B2/EphB4 signaling also results in areas of hypoxia in the tumor and increased expression of VEGF and Dll4 [17], which support the combined use of Ephrin-B2, VEGF, and Dll4 inhibitors. However, sEphB4-Alb treatment leads to fewer tumor blood vessels, suggesting that inhibition of Ephrin-B2/EphB4 pathway may reduce VEGF signaling even though VEGF level is increased. This can be explained by the recent findings that Ephrin-B2 controls internalization and signaling of VEGFR2 and VEGFR3 [25,26]. VEGF receptor expression and internalization (trafficking), rather than the VEGF level, determine the net endothelial response. Concomitant inhibition of these two signaling systems results in vessel density below the controls, suggesting that reduction of VEGF signaling by Ephrin-B2/EphB4 inhibition partially overcomes the VEGF/VEGFR2 activation resulting from Dll4/Notch blockade. More importantly greater anti-tumor efficacy of combined therapy may result from markedly reduced vessel perfusion and maturation.

Interestingly, sEphB4-Alb treatment induces the expression of PSENEN, a critical component of gamma-secretase presenilin complex [27]. Presenilin complex is responsible for the cleavage of Notch receptor to release Notch intracellular domain, thus is required for activation of Notch signaling [28]. Significance of PSENEN modulation in response to sEphB4-Alb is not known at present.

In *Dll4^+/- ^*mice or sDll4 treated mice, the defects in vessel maturation may be in part be explained by the impaired Notch3 signaling, which is critical for mural cell function [29,30]. Moreover, one critical step of vessel maturation, the recruitment of mural cells to the newly forming vessels, is known to be regulated by Ephrin-B2, PDGFRβ/PDGF-B, Tie-2, and Sphingosine-1 phosphate [31-34]. We thus examined these factors after Dll4/Notch inhibition. Surprisingly, increased PDGFR-β levels were identified in RT2 *Dll4^+/- ^*vs. RT2 *Dll4^+/+ ^*insulinomas even though there was a prominent reduction in mural cell recruitment to the vessels. We believe that defective recruitment results in a feedback increase in PDGFR-β. Angiopoietin receptor Tie2 [35,36] as expected was decreased in Dll4^+/- ^compared to Dll4^+/+ ^insulinomas. The impaired mural cell recruitment upon Dll4/Notch inhibition may also be explained by the reduced Ephrin-B2 level. Ephrin-B2 is critical for the recruitment of mural cells to nascent vessels and its absence leads to vessel dilation and bleeding [14,37]. In this study, sEphB4-Alb significantly impaired the recruitment of mural cells to blood vessels. The global gene expression analysis identified Rgs5 is upregulated upon sEphB4-Alb treatment both in vivo and in co-cultured smooth muscle cells and endothelial cells. Rgs5 is a pericyte specific marker. Knockout of Rgs5 in mice promotes the maturation of pericytes and normalization of tumor vessels [38]. Rgs5 is also a novel HIF-1-dependent, hypoxia-induced gene that is involved in the induction of endothelial apoptosis [39]. Therefore, upregulation of Rgs5 is consistent with the decreased vascular density and paucity of pericyte recruitment after sEphB4-Alb treatment which results in immature and non-functional vessels.

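Genes of endothelial cells as a group did not pass the test, with a median log2 fold change of -0.01 over 20 genes above background, 10 above 0 and 10 below (camera, adjusted p = 0.81), and a median of 0.08 relative to all genes after median scaling. Pecam1, the endothelial marker stained in the tumors, was at -0.06 (standard error 0.17, 95% confidence interval -0.50 to 0.39, adjusted p = 0.952 from limma), and at 0.00 relative to the median gene after median scaling. This is RNA of whole tumors, whereas the paper's vessel density is the PECAM-stained share of tumor sections. For its Dll4 comparison, the paper names the use of whole tumor tissue as a likely reason why PECAM RNA missed the change in staining. Vwf, von Willebrand factor, was at 0.80 (standard error 0.34) and Emcn, endomucin, at 0.44 (standard error 0.31), both at an adjusted p of at least 0.741 from limma. Cldn5, above background in 1 PBS tumor only, was at 0.38 and Eng at 0.36, and they were at -0.16 and -0.08 without PBS tumor 1. Vascular growth factors and their receptors had a median of 0.26 over 15 genes, 12 of them above 0 (adjusted p = 0.0569). The list passed without PBS tumor 2 (0.0415) and with signal above background on all 4 arrays (0.0406), and in no other setting run, with 0.749 without PBS tumor 1, 0.287 after median scaling, 0.514 without normalization between arrays and 0.585 with an estimated correlation. In it Agtrl1 was at 0.38, Pdgfrb, above background in 1 PBS tumor only, at 0.36 (-0.07 relative to the median gene without normalization between arrays) and Flt1 at 0.32 (-0.07 without PBS tumor 1). Angpt2 was at 0.37 (standard error 0.31), which was -0.03 without sEphB4-Alb tumor 1, and Vegfa at -0.10 (standard error 0.30), which was 0.09 relative to the median gene after median scaling. Kdr and Flt4 were not above background in either group. Hypoxia response genes had a median of 0.01 over 27 genes (adjusted p = 0.414), with the glycolytic genes Aldoc at 0.54 and Hk1 at 0.45, Mxi1 at 0.43 and the glycolytic gene Pfkl at -0.68 (-0.39 relative to the median gene without normalization between arrays). Eph receptors and ephrins had a median of -0.16 over 12 genes (adjusted p = 0.356). The largest change was that of Efna1 at 0.53 (standard error 0.27), higher in both sEphB4-Alb tumors, followed by Efnb1 at -0.47, Ephb2 at -0.37 and Efna5 at -0.34, which was 0.07 without PBS tumor 1 and 0.01 without sEphB4-Alb tumor 1. Ephb4 was at -0.09. Without normalization between arrays the list stood at -0.23 relative to the median gene, Efna1 at 0.47, Efnb1 at -0.24, Ephb2 at -0.20, Efna5 at -0.10 and Ephb4 at -0.34. Ephb4 was above background in 1 of the PBS tumors. Efnb2 was above background in 1 sEphB4-Alb tumor and in no PBS tumor. In these 4 lists 0 genes passed at an adjusted p under 0.05 from limma, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. From the role of Rgs5 in pericyte maturation and endothelial apoptosis, the paper proposes that its upregulation fits the decreased vascular density and the paucity of pericyte recruitment after sEphB4-Alb treatment.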

Finally, in addition to improved anti-tumor efficacy, simultaneous blockade of Dll4/Notch and Ephrin-B2/EphB4 abolished the liver vascular lesions seen when only Dll4/Notch is inhibited [20]. sEphB4-Alb blocks this toxicity, consistent with the reduced vascular response upon Ephrin-B2/EphB4 inhibition. Thus, Ephrin-B2/EphB4 blockade combined with Dll4/Notch inhibition provides greater safety and improved efficacy.

## Conclusion

In summary, targeting of Dll4/Notch and Ephrin-B2/EphB4 in combination showed marked improvement in tumor growth inhibition. This is primarily through modulation of vascular response in which impaired vessel maturation leads to poor perfusion. Complementary to improved efficacy, combination of sEphB4-Alb with Dll4/Notch inhibition appears to prevent excessive vascular proliferation in the liver, which is seen in extended Dll4/Notch blockade alone. Therefore, this combination is a potential candidate for cancer therapy.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

DD, JG, MB, and AT carried out the animal studies and immunostaining. XL performed analysis of gene array. MG carried out the validation of gene array results. LS performed liver toxicity analysis. VK and RL produced the therapeutic proteins for animal studies. AD and PSG designed and coordinated the studies. DD, AD, PSG, and RL prepared the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/10/641/prepub

## Supplementary Material

Additional file 1 **Upregulation of Rgs5 and PSENEN by sEphB4-Alb**. Upregulation of Rgs5 and PSENEN in sEphB4-Alb treated RT2 mice was confirmed by quantitative RT-PCR. Regulation of Rgs5 by sEphB4-Alb was also investigated in smooth muscle cells co-cultured with endothelial cells. Click here for file

## References

[B1] LogesSRoncalCCarmelietPDevelopment of targeted angiogenic medicineJ Thromb Haemost200971213310.1111/j.1538-7836.2008.03203.x18983480

[B2] BergersGHanahanDModes of resistance to anti-angiogenic therapyNat Rev Cancer20088859260310.1038/nrc244218650835PMC2874834

[B3] GaleNWDominguezMGNogueraIPanLHughesVValenzuelaDMMurphyAJAdamsNCLinHCHolashJThurstonGYancopoulosGDHaploinsufficiency of delta-like 4 ligand results in embryonic lethality due to major defects in arterial and vascular developmentProc Natl Acad Sci USA200410145159495410.1073/pnas.040729010115520367PMC524697

[B4] DuarteAHirashimaMBeneditoRTrindadeADinizPBekmanECostaLHenriqueDRossantJDosage-sensitive requirement for mouse Dll4 in artery developmentGenes Dev200418202474810.1101/gad.123900415466159PMC529534

[B5] PatelNSLiJLGeneraliDPoulsomRCranstonDWHarrisALUp-regulation of delta-like 4 ligand in human tumor vasculature and the role of basal expression in endothelial cell functionCancer Res200565198690710.1158/0008-5472.CAN-05-120816204037

[B6] MailhosCModlichULewisJHarrisABicknellRIsh-HorowiczDDelta4, an endothelial specific notch ligand expressed at sites of physiological and tumor angiogenesisDifferentiation2001692-31354410.1046/j.1432-0436.2001.690207.x11798067

[B7] Noguera-TroiseIDalyCPapadopoulosNJCoetzeeSBolandPGaleNWLinHCYancopoulosGDThurstonGBlockade of Dll4 inhibits tumour growth by promoting non-productive angiogenesisNature200644471221032710.1038/nature0535517183313

[B8] ScehnetJSJiangWKumarSRKrasnoperovVTrindadeABeneditoRDjokovicDBorgesCLeyEJDuarteAGillPSInhibition of Dll4-mediated signaling induces proliferation of immature vessels and results in poor tissue perfusionBlood20071091147536010.1182/blood-2006-12-06393317311993PMC1885521

[B9] WilliamsCKLiJLMurgaMHarrisALTosatoGUp-regulation of the Notch ligand Delta-like 4 inhibits VEGF-induced endothelial cell functionBlood20061073931910.1182/blood-2005-03-100016219802PMC1895896

[B10] LobovIBRenardRAPapadopoulosNGaleNWThurstonGYancopoulosGDWiegandSJDelta-like ligand 4 (Dll4) is induced by VEGF as a negative regulator of angiogenic sproutingProc Natl Acad Sci USA2007104932192410.1073/pnas.061120610417296940PMC1805530

[B11] SuchtingSFreitasCle NobleFBeneditoRBreantCDuarteAEichmannAThe Notch ligand Delta-like 4 negatively regulates endothelial tip cell formation and vessel branchingProc Natl Acad Sci USA2007104932253010.1073/pnas.061117710417296941PMC1805603

[B12] RidgwayJZhangGWuYStawickiSLiangWCChantheryYKowalskiJWattsRJCallahanCKasmanISinghMChienMTanCHongoJAde SauvageFPlowmanGYanMInhibition of Dll4 signalling inhibits tumour growth by deregulating angiogenesisNature200644471221083710.1038/nature0531317183323

[B13] GeretySSAndersonDJCardiovascular ephrinB2 function is essential for embryonic angiogenesisDevelopment20021296139714101188034910.1242/dev.129.6.1397

[B14] AdamsRHWilkinsonGAWeissCDiellaFGaleNWDeutschURisauWKleinRRoles of ephrinB ligands and EphB receptors in cardiovascular development: demarcation of arterial/venous domains, vascular morphogenesis, and sprouting angiogenesisGenes Dev199913329530610.1101/gad.13.3.2959990854PMC316426

[B15] GeretySSWangHUChenZFAndersonDJSymmetrical mutant phenotypes of the receptor EphB4 and its specific transmembrane ligand ephrin-B2 in cardiovascular developmentMol Cell19994340341410.1016/S1097-2765(00)80342-110518221

[B16] KerteszNKrasnoperovVReddyRLeshanskiLKumarSRZozulyaSGillPSThe soluble extracellular domain of EphB4 (sEphB4) antagonizes EphB4-EphrinB2 interaction, modulates angiogenesis, and inhibits tumor growthBlood200610762330233810.1182/blood-2005-04-165516322467PMC1895726

[B17] ScehnetJSLeyEJKrasnoperovVLiuRManchandaPKSjobergEKosteckeAPGuptaSKumarSRGillPSThe role of Ephs, Ephrins, and growth factors in Kaposi sarcoma and implications of EphrinB2 blockadeBlood2009113125426310.1182/blood-2008-02-14002018836096PMC2614637

[B18] HanahanDHeritable formation of pancreatic beta-cell tumours in transgenic mice expressing recombinant insulin/simian virus 40 oncogenesNature1985315601511512210.1038/315115a02986015

[B19] BergersGJavaherianKLoKMFolkmanJHanahanDEffects of angiogenesis inhibitors on multistage carcinogenesis in miceScience1999284541580881210.1126/science.284.5415.80810221914

[B20] YanMCallahanCABeyerJCAllamneniKPZhangGRidgwayJBNiessenKPlowmanGDChronic DLL4 blockade induces vascular neoplasmsNature20104637282E6710.1038/nature0875120147986

[B21] LiuRLiXTulpuleAZhouYScehnetJSZhangSLeeJSChaudharyPMJungJGillPSKSHV-induced notch components render endothelial and mural cell characteristics and cell survivalBlood2010115488789510.1182/blood-2009-08-23674519965636PMC2815507

[B22] YamandaSEbiharaSAsadaMOkazakiTNiuKEbiharaTKoyanagiAYamaguchiNYagitaHAraiHRole of ephrinB2 in nonproductive angiogenesis induced by Delta-like 4 blockadeBlood2009113153631363910.1182/blood-2008-07-17038119218547

[B23] IsoTMaenoTOikeYYamazakiMDoiHAraiMKurabayashiMDll4-selective Notch signaling induces ephrinB2 gene expression in endothelial cellsBiochem Biophys Res Commun200634137081410.1016/j.bbrc.2006.01.02016430858

[B24] HainaudPContreresJOVillemainALiuLXPlouetJTobelemGDupuyEThe role of the vascular endothelial growth factor-Delta-like 4 ligand/Notch4-ephrin B2 cascade in tumor vessel remodeling and endothelial cell functionsCancer Res2006661785011010.1158/0008-5472.CAN-05-422616951162

[B25] SawamiphakSSeidelSEssmannCLWilkinsonGAPitulescuMEAckerTAcker-PalmerAEphrin-B2 regulates VEGFR2 function in developmental and tumour angiogenesisNature2010465729748749110.1038/nature0899520445540

[B26] WangYNakayamaMPitulescuMESchmidtTSBochenekMLSakakibaraAAdamsSDavyADeutschULuthiUBarberisABenjaminLEMakinenTNobesCDAdamsRHEphrin-B2 controls VEGF-induced angiogenesis and lymphangiogenesisNature2010465729748348610.1038/nature0900220445537

[B27] IwatsuboTThe gamma-secretase complex: machinery for intramembrane proteolysisCurr Opin Neurobiol200414337938310.1016/j.conb.2004.05.01015194119

[B28] SelkoeDKopanRNotch and Presenilin: regulated intramembrane proteolysis links development and degenerationAnnu Rev Neurosci20032656559710.1146/annurev.neuro.26.041002.13133412730322

[B29] DomengaVFardouxPLacombePMonetMMaciazekJKrebsLTKlonjkowskiBBerrouEMericskayMLiZTournier-LasserveEGridleyTJoutelANotch3 is required for arterial identity and maturation of vascular smooth muscle cellsGenes Dev200418222730273510.1101/gad.30890415545631PMC528893

[B30] LiuHKennardSLillyBNOTCH3 expression is induced in mural cells through an autoregulatory loop that requires endothelial-expressed JAGGED1Circ Res2009104446647510.1161/CIRCRESAHA.108.18484619150886PMC2747310

[B31] ArmulikAAbramssonABetsholtzCEndothelial/pericyte interactionsCirc Res200597651252310.1161/01.RES.0000182903.16652.d716166562

[B32] BergersGSongSMeyer-MorseNBergslandEHanahanDBenefits of targeting both pericytes and endothelial cells in the tumor vasculature with kinase inhibitorsJ Clin Invest20031119128712951272792010.1172/JCI17929PMC154450

[B33] AbramssonALindblomPBetsholtzCEndothelial and nonendothelial sources of PDGF-B regulate pericyte recruitment and influence vascular pattern formation in tumorsJ Clin Invest20031128114211511456169910.1172/JCI18549PMC213487

[B34] ShaheenRMTsengWWDavisDWLiuWReinmuthNVellagasRWieczorekAAOguraYMcConkeyDJDrazanKEBucanaCDMcMahonGEllisLMTyrosine kinase inhibition of multiple angiogenic growth factor receptors improves survival in mice bearing colon cancer liver metastases by inhibition of endothelial cell survival mechanismsCancer Res20016141464146811245452

[B35] PetersKGKontosCDLinPCWongALRaoPHuangLDewhirstMWSankarSFunctional significance of Tie2 signaling in the adult vasculatureRecent Prog Horm Res200459517110.1210/rp.59.1.5114749497

[B36] SatoTNTozawaYDeutschUWolburg-BuchholzKFujiwaraYGendron-MaguireMGridleyTWolburgHRisauWQinYDistinct roles of the receptor tyrosine kinases Tie-1 and Tie-2 in blood vessel formationNature19953766535707410.1038/376070a07596437

[B37] FooSSTurnerCJAdamsSCompagniAAubynDKogataNLindblomPShaniMZichaDAdamsRHEphrin-B2 controls cell motility and adhesion during blood-vessel-wall assemblyCell2006124116117310.1016/j.cell.2005.10.03416413489

[B38] HamzahJJugoldMKiesslingFRigbyPManzurMMartiHHRabieTKadenSGroneHJHammerlingGJArnoldBGanssRVascular normalization in Rgs5-deficient tumours promotes immune destructionNature2008453719341041410.1038/nature0686818418378

[B39] JinYAnXYeZCullyBWuJLiJRGS5, a hypoxia-inducible apoptotic stimulator in endothelial cellsJ Biol Chem200928435234362344310.1074/jbc.M109.03266419564336PMC2749117

# Supplementary material for: Combination of Dll4/Notch and Ephrin-B2/EphB4 targeted therapy is highly effective in disrupting tumor angiogenesis
**Source:** BMC Cancer. 2010 Nov 23;10:641. doi: 10.1186/1471-2407-10-641
**Supplement:** Additional file 1 — Upregulation of Rgs5 and PSENEN by sEphB4-Alb. Upregulation of Rgs5 and PSENEN in sEphB4-Alb treated RT2 mice was confirmed by quantitative RT-PCR. Regulation of Rgs5 by sEphB4-Alb was also investigated in smooth muscle cells co-cultured with endothelial cells.

## Slide 1

Supplementary Figure 1
A
Relative Gene Expression
B
Relative Gene Expression
Supplementary Figure 1. Upregulation of Rgs5 and PSENEN by sEphB4-Alb. A. Total RNA used for global gene analysis (Table 1) was used to validate upregulation of Rgs5 and PSENEN. Gene expression level was normalized to -actin. Another housekeeping gene GAPDH was also included in this analysis. B. Human umbilical artery endothelial cells and smooth muscle cells (both from Lonza) were co-cultured (1:1) for overnight, followed by treatment with sEphB4-Alb (10 ug/ml) for 6 hours. Cells were harvested and total RNA was isolated for quantitative RT-PCR. Gene expression level was normalized to -actin. Another housekeeping gene GAPDH was also included in this analysis.

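On the arrays, Actb had a log2 fold change of -0.07 (standard error 0.21, 95% confidence interval -0.62 to 0.49, adjusted p = 0.956 from limma) in sEphB4-Alb against PBS tumors after quantile normalization, and one of 0.10 after median scaling and 0.19 without normalization between arrays relative to the median gene. Gapdh, the other reference gene, was at 0.14 (standard error 0.19, 95% confidence interval -0.35 to 0.63, adjusted p = 0.865 from limma), and at 0.34 and 0.42 relative to the median gene in these 2 scalings. A list of housekeeping genes had a median of 0.04 over 11 genes (camera, adjusted p = 0.414).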

How the deposited data were processed for this re-analysis (not part of the article)

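Gene expression was measured in insulinomas of RT2 mice treated with PBS (2 tumors) or sEphB4-Alb (2 tumors), each on 1 Illumina MouseRef-8 v2.0 array. The authors extracted total RNA, made biotinylated cRNA and deposited linear signal intensity values, 1 per gene symbol, for 18091 genes. The lowest signals of the arrays are 92.1 to 100.4 and the medians differ between arrays, so these intensity values were neither background-subtracted nor scaled by the authors. Software, background correction and normalization are not given in the sources used here. A further 8 columns of values, whose names match no single sample, were not used here. Of the gene symbols, 14090 matched a reference gene directly and 3104 by a synonym in the annotation of GRCm38.p6, which was used for names only.

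Background was corrected by normexp with an offset of 50 on the signals alone, followed by quantile normalization and log2. The design set before the data were examined names neqc, a normalization with control signals. It gives the steps used here as the replacement for values without detection p-values or negative controls. The columns used here hold signals only. Detection p-values are among the unused columns, whose names match no single sample. Groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, at 2 residual degrees of freedom, with Benjamini-Hochberg adjustment over the genes tested. Fold changes are differences of mean log2 values. Thresholds of 2-fold and an unadjusted p of 0.05 follow the paper, whose text names no test or normalization for the arrays and names the Mann-Whitney-Wilcoxon test for its statistics in general. Detection p-values were not used, so a gene counted as above background where its signal exceeded the mode of the array's signals by 1.645 times the spread of the signals below the mode, and it was tested where this held on both arrays of at least 1 group. This filter was chosen after the data were seen. For a gene above background in 1 group only, a fold is given as at least the stated value, computed from normalized log2 values against the higher of the gene's own value and the lowest value above background in the dim group.

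The genes to be named were the 12 with the largest log2 fold change in each direction among those past both thresholds whose groups do not overlap, the genes of Table 1, the genes the paper names in its text and the 4 members with the largest change of each list. Not every gene of Table 1 or every such list member is given with its value in the text. The values of Table 1 had been seen when this rule was written. Genes outside it were chosen after their values were seen, and results of some genes are not reported here. Before the data were examined, 34 lists of genes were written for cell types and pathways, of which 33 had at least 3 genes above background, and they were tested with camera at an inter-gene correlation of 0.01, with an estimated correlation, and with fry. In the acinar list, 1 older symbol that belongs to a neutrophil gene was corrected after the data were seen. A further 4 lists were written after the largest changes had been seen and are adjusted among themselves.

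Alternatives set before the data were examined were no background correction, median scaling, no normalization between arrays, no filter on dim genes, signal above background on all 4 arrays, the linear model without moderation, an intensity trend with a robust prior, the Mann-Whitney-Wilcoxon test, the replicate number as a block, each array left out in turn, ratios of linear means, a fold threshold of 1.5, an estimated correlation and fry. The unequal-variance 2-group test on unnormalized signals was added after the data were seen. Means over several probes of a gene were not run, since each gene has 1 value. The steps were tested on 20 simulated data sets of 10578 genes with 200 changed genes. Mean signals and residual SDs came from the comparison of sEphB4-Alb with PBS. The SDs, each estimated at 2 degrees of freedom, were shuffled across genes and used as true SDs, and genes were drawn independently of each other. Of the genes changed 2-fold, 45.6% passed the fold and unadjusted p thresholds and 0.5% an adjusted p of 0.05. Of the genes changed 4-fold, 96.8% and 41.4% did. A list of 30 genes shifted by 0.5 on the log2 scale was called in 100% of simulations. This share does not carry over to real lists whose genes vary together, such as that of acinar pancreas (estimated correlation 0.93). The number of arrays limits the precision, since 2 tumors per group give few degrees of freedom. Figures were drawn with matplotlib 3.10.9.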

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

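The tests of the sex of the mice, of exocrine pancreas, of stomach corpus, of a gastric mucous epithelium and of a change in Xist alone below use criteria that were changed after the result was seen, and the lists of gastric and X-linked genes were written after the largest changes had been seen. The increases described here are of signals above the PBS tumors in genes that the paper does not discuss.

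Gastric mucous cell genes were higher in the sEphB4-Alb tumors, with a median log2 fold change of 2.46 over 8 genes (camera, adjusted p = 4.54e-08, and adjusted p = 0.199 with an estimated correlation). Of the 8 genes, 5 (Gkn1, Gkn2, Ctse, Tff2 and Dpcr1) had been looked at before the list was written. The median and the p therefore largely restate that choice, and the 3 genes not looked at before had a median of 0.10. Gkn2 at 3.72 and Gkn1 at 3.68 encode gastrokines of the stomach surface, Ctse at 2.81 an aspartic protease and Tff2 at 2.80 a trefoil peptide. All 4 were higher in both sEphB4-Alb tumors, at an adjusted p of 0.703 to 0.741 from limma. Gkn1 and Gkn2 were above background in 1 PBS tumor only. Without PBS tumor 1 these values were 2.64 for Gkn2, 2.20 for Gkn1, 2.03 for Ctse and 2.15 for Tff2, and without PBS tumor 2 they were 4.81, 5.16, 3.6 and 3.45. Gkn2 was at 4.41 and 3.04 without sEphB4-Alb tumors 1 and 2.

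Tissue of the stomach corpus carried with the tumors cannot be told apart from an effect of the treatment. Its 5 parietal and chief cell genes had a median of 0.18 (upper quartile 0.27), under the 0.5 set in advance to exclude it, but only 1 of the 5 was above background on all 4 arrays, and genes near background exclude nothing. Among them Pgc, a pepsinogen gene not above background in the PBS tumors, was higher in both sEphB4-Alb tumors (0.81, at least 1.28-fold) and passed adjusted over the list alone. The list passed with an intensity trend and a robust prior (adjusted p = 0.0239) and in no other setting run (0.0569 to 0.905), and its median relative to all genes was -0.22 after median scaling. A gastric mucous epithelium cannot be told apart either. The 3 mucous cell genes not looked at before had a median of 0.10 (upper quartile 0.49), and only 1 of them was above background on all 4 arrays. Psca among them was at 0.88 and higher in both sEphB4-Alb tumors. More exocrine pancreas cannot be told apart from an effect of the treatment either. The 31 acinar genes without Spink3 and Tff2 had a median of 1.76 and so met the bound of 1 that was written first. A requirement that both sEphB4-Alb tumors lie above both PBS tumors was added after the values per tumor were seen, and it was not met, since from PBS tumor 2 to sEphB4-Alb tumor 1 the acinar genes changed by a median of -0.86 while Gkn1, Gkn2, Ctse, Tff2 and Dpcr1 changed by 1.90. More duct epithelium also cannot be told apart from an effect of the treatment, at a median of 0.75 with an upper quartile of 1.32. An effect of sEphB4-Alb on the tumor cells themselves stays open and was not tested.

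Xist, the RNA of the inactive X chromosome, had a log2 fold change of 2.40 (at least 4.77-fold higher, as it was not above background in the PBS tumors), and Ddx3y on the Y chromosome fell by 2.37 on the log2 scale, while 4 X-linked genes that escape inactivation had a median of 0.68 (camera, adjusted p = 0.000298, and adjusted p = 0.199 with an estimated correlation and 0.0351 with fry). PBS tumors from male mice and sEphB4-Alb tumors from female mice remain a candidate explanation that cannot be told apart from the treatment. By the bound first written it was excluded, because Uty was at -0.08 and Xist, Ddx3y and Uty were all above background in the sEphB4-Alb tumors, but Uty was the only other Y-linked gene above background in both tumors of a group and was as dim in the PBS tumors, where Ddx3y shows Y-linked transcripts, so that a minimum of 2 genes was set after the result was seen. Eif2s3y and Kdm5d, above background in PBS tumor 1 only, were lower in both sEphB4-Alb tumors, at -1.41 (at least 1.98-fold lower) and -0.33. The legend of Figure 3, like that of the later therapeutic trial, names male mice for the PBS and the sEphB4-Alb groups alike. A change in Xist alone was also tested. It was kept by its first criterion, on Uty alone, and excluded by a second, on Ddx3y, that was set after the result was seen, and the test was set aside because Ddx3y is part of the pattern. An effect of sEphB4-Alb on these genes was not tested.

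Acinar pancreas genes had a median log2 fold change of 1.79 over 33 genes, and pancreatic duct genes one of 0.75 over 12 genes. Both sEphB4-Alb tumors lay above both PBS tumors in 5 of the 33 and in 8 of the 12. MHC class II genes had a median of 0.50 over 8 genes, of which H2-DMb1 is in Table 1. Without PBS tumor 1 the acinar list lost its call (camera, adjusted p = 0.129), and without PBS tumor 2 the MHC class II list did (0.0656). With an estimated correlation each of the 3 lists had adjusted p = 0.585. Among single genes past 2-fold at an unadjusted p under 0.05, LOC100041004 was at 5.28 (standard error 1.49), Sst, somatostatin of islet delta cells, at 3.62 (standard error 0.70), Pglyrp1, an antibacterial protein, at 3.02 (standard error 0.57), 1810009J06Rik at 2.56 (standard error 0.96), Spink3, an acinar trypsin inhibitor, at 2.49 (standard error 0.81), Sftpd, surfactant protein D, at 2.42 (standard error 0.34), and Agpat5, an acyltransferase, at 2.41 (standard error 0.27). Each had an adjusted p of 0.703 or 0.741 from limma and was higher in both sEphB4-Alb tumors. LOC100041004 and Pglyrp1 were above background in 1 PBS tumor only. Without PBS tumor 1 the values were 3.00 for LOC100041004, 2.70 for Sst, 2.40 for Pglyrp1 and 1.5 for Spink3, and without PBS tumor 2 they were 7.56, 4.54, 3.64 and 3.48. Without sEphB4-Alb tumor 1 they were 3.61 for Pglyrp1, 3.22 for Spink3 and 3.93 for 1810009J06Rik, and without sEphB4-Alb tumor 2 they were 2.43, 1.75 and 1.19.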

How the results depend on the processing

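The unequal-variance test on unnormalized signals and the filter on dim genes were chosen after the data were seen, and all other alternatives here before the data were examined. With 2 tumors per group the results depend on the scaling and on single tumors, and the cause was not tested. Genes higher at over 2-fold and an unadjusted p under 0.05 numbered 105, and 66 without background correction, 296 after median scaling, 629 without normalization between arrays, 69 with signal above background on all 4 arrays, 34 without moderation, 279 at a fold threshold of 1.5, 0 by the Mann-Whitney-Wilcoxon test, which cannot pass with 2 against 2, and 53 by the unequal-variance test. Genes lower numbered 19, and 9, 7, 0, 8 (without moderation), 129 (1.5-fold), 0 and 0 in these settings, the shares higher being 85% against 98% and 100% in the 2 scalings. Leaving out each array gave 88 to 305 higher and 26 to 180 lower genes, with the lone tumor of a group assumed to vary like the other group. Without PBS tumor 2 these were 305 and 180, and without sEphB4-Alb tumors 1 and 2 there were 34 and 39 lower genes. The 1 gene at an adjusted p under 0.05 without moderation has almost no spread between its normalized values. Table 1 genes past both thresholds numbered 8, and 3 without background correction, 31 after median scaling, 51 without normalization, 3 with signal on all 4 arrays, 5 without moderation, 27 at 1.5-fold, 0 by the Mann-Whitney-Wilcoxon test and 51 by the unequal-variance test. Leaving out each array gave 6 to 14.

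Same-numbered arrays deviated with a correlation of 0.04, so the numbers were not taken as pairs. With the replicate block 160 genes were higher, and 9 genes of Table 1 passed both thresholds, against 8 without it. Neutrophil genes passed (camera, adjusted p = 0.0231), and the block changed no other call of a list. No gene reached an adjusted p under 0.05 from limma with it.

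Of the 33 lists tested that were written first, 16 were called higher (including Table 1, which was chosen on these arrays) and 2 lower, 18 in all. They were 10 and 1 (11 in all) after median scaling, 9 higher (11 in all) without normalization, 9 and 0 (9) without moderation, and 0 lower with no filter on dim genes and with signal on all 4 arrays. With an estimated correlation and with fry they were 0, 0 and 0. Of the 4 later lists, written after the largest changes had been seen, camera called those of gastric mucous cells and of X-linked genes. Neither passed with an estimated correlation (0.199 each), while with fry the X-linked list passed (0.0351) and the gastric list did not (0.0715). Leaving out each array gave 8 to 18 higher, 0 to 2 lower and 8 to 20 in all, with 8, 0 and 8 without PBS tumor 1. The sign of the camera statistic turned for acinar pancreas without normalization (adjusted p = 0.572), although the list's median there was 2.27, or 1.78 relative to all genes. It also turned for the cell cycle after median scaling (0.924), without normalization (0.979) and without PBS tumor 1 (0.219), and for immediate early genes without PBS tumor 1 (0.749). Leaving out each array gave an adjusted p of 4.74e-05 to 0.69 for the cell cycle and of 0.00109 to 0.749 for immediate early genes.

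Scaling moved the median of all genes by 0.25 after median scaling and by 0.49 without normalization, and named genes changed sign with it. After median scaling and without normalization the log2 fold changes were 0.14 and 0.36 for Cspg4, 0.25 and 0.46 for Pecam1, 0.34 and 0.59 for Vegfa, 0.15 and 0.40 for Notch1, 0.16 and 0.42 for Notch4, 0.36 and 0.65 for Ncstn, 0.18 and 0.41 for Aph1b, 0.35 and 0.68 for Actb, 0.01 and 0.28 for Ephb2, and 0.10 and 0.39 for Efna5. Without normalization alone they were 0.14 for Ephb4, 0.25 for Efnb1, 0.02 for Nrarp, 0.26 for Jag2, 0.19 for Mcm5 and 0.10 for Pfkl. Relative to the median gene these 6 stayed below 0, at -0.34, -0.24, -0.47, -0.23, -0.30 and -0.39, and of the 10 before them Vegfa (0.09 and 0.11), Ncstn (0.11 and 0.16) and Actb (0.10 and 0.19) were above 0 in both scalings. Leaving out each array gave -0.17 to 0.07 for Cspg4, -0.17 to 0.06 for Pecam1, -0.03 to 0.77 for Angpt2, -0.40 to 0.19 for Vegfa, -0.42 to 0.02 for Notch1, -0.17 to 1.10 for Psen2, -0.32 to 0.11 for Ncstn, -0.24 to 0.00 for Aph1b, -0.30 to 0.17 for Actb, -0.75 to 0.07 for Efna5, -0.16 to 1.11 for Hes1, -0.07 to 0.71 for Flt1, -0.16 to 0.92 for Cldn5, -0.08 to 0.81 for Eng and -0.00 to 0.29 for Gapdh. The tumors whose absence turned the sign were PBS tumor 1 (Cspg4, Notch1, Psen2, Aph1b, Gapdh, Efna5 at 0.07, Hes1, Flt1, Cldn5, Eng), PBS tumor 2 (Vegfa at 0.19, Ncstn), sEphB4-Alb tumor 1 (Pecam1, Angpt2, Vegfa at 0.16, Efna5 at 0.01) and sEphB4-Alb tumor 2 (Actb). Rgs5 kept its direction in every setting run, from 0.50 to 1.41, as did Psenen, from 0.09 to 1.13, and neither passed an adjusted p of 0.05 from limma in any. Normalization with control signals (neqc) and means over several probes were not run. Signals near background limit what the arrays show of Dll4, Kdr and Efnb2.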

Differences from the paper's values

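Of 49 fold changes of Table 1 that were compared, 25 differ from the values here after quantile normalization by over 1.5 times and by more than the replicate SD. Those here run from 1.26 to 1.97 in these genes. The fold changes here were 1.43 for Acta2 (the paper's 2.26), 1.61 for Atp6v1a (the paper's 2.58), 1.97 for Bgn (the paper's 3.06), 1.33 for C4b (the paper's 2.17), 1.5 for Ccdc32 (the paper's 2.44), 1.71 for Cox7a1 (the paper's 2.63), 1.46 for Cyba (the paper's 2.46), 1.66 for D430039N05Rik (the paper's 2.66) and 1.43 for Foxp1 (the paper's 2.24). They were 1.31 for Gde1 (the paper's 2.20), 1.47 for H2-DMb1 (the paper's 2.21), 1.30 for Il3ra (the paper's 2.00), 1.76 for Ins1 (the paper's 3.00), 1.40 for Iqgap1 (the paper's 2.29), 1.51 for Lamp2 (the paper's 2.55), 1.58 for Lgals1 (the paper's 2.48), 1.44 for Ms4a6d (the paper's 2.23) and 1.61 for P2ry6 (the paper's 2.45). They were also 1.27 for Pdia3 (the paper's 2.21), 1.29 for Psenen (the paper's 2.18), 1.6 for Rgs5 (the paper's 2.66), 1.26 for Rnasek (the paper's 2.03), 1.37 for Scara3 (the paper's 2.33), 1.38 for Slc15a3 (the paper's 2.12) and 1.26 for Zfp36l1 (the paper's 2.06). By this measure none of the 25 differs after median scaling and without normalization between arrays. Without PBS tumor 1, 18 do not differ, all but Bgn, D430039N05Rik, Foxp1, Gde1, Lamp2, P2ry6 and Scara3. Without sEphB4-Alb tumor 2, 17 do not, all but Atp6v1a, D430039N05Rik, Ins1, Iqgap1, Lamp2, Pdia3, Psenen and Rnasek. Without PBS tumor 2 only Bgn and P2ry6 do not, and with ratios of linear normalized means only H2-DMb1 and P2ry6. All 25 differ without background correction, with no filter on dim genes, with signal above background on all 4 arrays, without moderation, with a trend and robust prior, with the replicate block or without sEphB4-Alb tumor 1.

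The ratios of the mean unnormalized signals equal the paper's fold changes to 2 decimals in all 51 genes, and the p of an unequal-variance 2-group test on those signals equals the paper's p to 2 decimals in all 51, against 18 for the equal-variance test, in a test chosen after seeing the values that drops 0 of the paper's 51 genes. At the paper's stated thresholds this test selects 53 higher genes, the 51 and also Anxa11 and Wisp1, and 0 lower genes. After Benjamini-Hochberg adjustment it selects 0 genes (1130 higher and 6 lower at an unadjusted p under 0.05).

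Relative to Actb, the fold change of Rgs5 was 1.71 on the arrays, and the paper's RT-PCR value is about 4.6 in Supplementary Figure 1A, read by eye. For Psenen it was 1.35, and the paper's value is about 3.6 in Supplementary Figure 1A, read by eye. Neither came within the paper's value in any alternative set before the data were examined. The direction is the same in both. The supplementary legend states that the RT-PCR used the RNA of the array analysis, so it adds no further tumors.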

Other observations

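The brightness and most-transcripts tests below were chosen after the result was seen, and the lists were written before the data were examined except for those of intestinal epithelium and of parietal and chief cells.

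Genes of the endocrine cells were mixed. The insulin genes Ins1 and Ins2 had log2 fold changes of 0.82 (standard error 0.22) and 0.69 (standard error 0.20), and both were higher in both sEphB4-Alb tumors, while the list of beta cell genes did not pass, with a median of 0.08 over 18 genes (camera, adjusted p = 0.143, and 0.0489 without normalization between arrays). Other islet and gut endocrine cell genes had a median of 0.12 over 15 genes (adjusted p = 0.346), and 2 of them passed adjusted over the list alone. Secretory granule genes had a median of 0.15 over 16 genes (adjusted p = 0.356), with the granin gene Scg3 at 1.12 (standard error 0.18). Lists called higher at the margin were basement membrane (median 0.30, adjusted p = 0.031), with Col4a1 at 0.60, interferon response (median 0.08, 0.031), vacuolar ATPase and lysosome (median 0.09, 0.031), B and plasma cells (median 0.34, 0.0353), immediate early and stress genes (median 0.18, 0.0353) and unfolded protein response (median 0.19, 0.042). Each had adjusted p = 0.585 with an estimated correlation, and each lost its call without PBS tumor 1 (adjusted p = 0.192 to 0.749), while the unfolded protein response, lysosome, B cell, interferon and immediate early lists also did without sEphB4-Alb tumor 1 (0.0506 to 0.87). The unfolded protein response (0.0827), lysosome (0.0656) and B cell (0.186) lists lost it without PBS tumor 2 and the basement membrane list without sEphB4-Alb tumor 2 (0.0589). Immediate early genes turned downward without PBS tumor 1. The basement membrane, interferon, B cell and immediate early lists also lost their calls after median scaling (adjusted p = 0.072, 0.0977, 0.691 and 0.158) and without normalization between arrays (0.514, 0.287, 0.493 and 0.597), and relative to all genes the B cell list then had medians of 0.00 and -0.08. All 6 lists lost their calls without moderation (0.0846 to 0.149), interferon and the unfolded protein response with no filter on dim genes (0.0628 each) and B cells without background correction (0.0523). Secretory granule genes passed without sEphB4-Alb tumor 2 (0.00381).

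Neutrophil genes did not pass (median 0.07 over 5 genes, adjusted p = 0.0798), although Lcn2 and Ltf were at 1.55 (standard error 0.21) and 1.95 (standard error 0.46), and the list passed without sEphB4-Alb tumor 1 (0.0226) and without sEphB4-Alb tumor 2 (0.0357). Lymphatic endothelium (median 0.39 over 4 genes, adjusted p = 0.382), adipocytes (median 0.03 over 8 genes, 0.198), Schwann cells and nerves (median 0.08 over 12 genes, 0.177), sex-linked genes (median -0.08 over 3 genes, 0.81, and 0.0489 without normalization between arrays), parietal and chief cells (median 0.18 over 5 genes, 0.0746) and intestinal epithelium (median 0.06 over 3 genes, 0.743) did not pass, although adipocyte genes did without sEphB4-Alb tumor 2 (0.032). For the sex-linked list this test cannot show a difference in sex, because it asks for a shift of all genes in a common direction. In that list Xist was at 2.40 and Ddx3y at -2.37. Adjusted over the list alone, 2 neutrophil, 1 adipocyte, 1 Schwann cell, 2 sex-linked and 1 parietal and chief cell genes passed. No mast cell gene was above background.

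All 51 genes of Table 1 are higher in the sEphB4-Alb tumors, and the brightness of the arrays may account for part of their fold changes. Before normalization the median gene was 0.49 higher in these tumors, and after quantile normalization 9 of the 51 genes stayed over 2-fold. A rise of most transcripts in the treated tumors cannot be told apart from brightness, since the PBS tumors also differed from each other by 0.33 and no external control was used here. After quantile normalization the 51 genes still had a median of 0.69, in genes that the authors chose on these arrays.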
